# Effects of single amino acid deficiency on mRNA translation are markedly different for methionine versus leucine

**DOI:** 10.1038/s41598-018-26254-2

**Published:** 2018-05-24

**Authors:** Kevin M. Mazor, Leiming Dong, Yuanhui Mao, Robert V. Swanda, Shu-Bing Qian, Martha H. Stipanuk

## Abstract

Although amino acids are known regulators of translation, the unique contributions of specific amino acids are not well understood. We compared effects of culturing HEK293T cells in medium lacking either leucine, methionine, histidine, or arginine on eIF2 and 4EBP1 phosphorylation and measures of mRNA translation. Methionine starvation caused the most drastic decrease in translation as assessed by polysome formation, ribosome profiling, and a measure of protein synthesis (puromycin-labeled polypeptides) but had no significant effect on eIF2 phosphorylation, 4EBP1 hyperphosphorylation or 4EBP1 binding to eIF4E. Leucine starvation suppressed polysome formation and was the only tested condition that caused a significant decrease in 4EBP1 phosphorylation or increase in 4EBP1 binding to eIF4E, but effects of leucine starvation were not replicated by overexpressing nonphosphorylatable 4EBP1. This suggests the binding of 4EBP1 to eIF4E may not by itself explain the suppression of mRNA translation under conditions of leucine starvation. Ribosome profiling suggested that leucine deprivation may primarily inhibit ribosome loading, whereas methionine deprivation may primarily impair start site recognition. These data underscore our lack of a full understanding of how mRNA translation is regulated and point to a unique regulatory role of methionine status on translation initiation that is not dependent upon eIF2 phosphorylation.

## Introduction

The effects of amino acid availability on the regulation of protein synthesis are believed to be mediated predominantly through the mechanistic target of rapamycin complex 1 (mTORC1) pathway, which appears to be especially sensitive to leucine availability^1,2^, and through regulation of the phosphorylation status of the alpha subunit of eukaryotic initiation factor 2 (eIF2)^3^.

A major downstream target of mTORC1 signaling is the eukaryotic initiation factor 4E binding proteins (4EBP1/2). Most research has been conducted on 4EBP1, but 4EBP2 appears to function similarly. 4EBP competes with eIF4G for binding to eIF4E^4–7^. When eIF4E is bound to 4EBP, eIF4E recognizes the 5′ cap but cannot recruit eIF4G^4–7^. Effects of mTORC1 signaling on translation initiation are usually attributed to its phosphorylation of 4EBP^4,8–12^. Under nutrient-sufficient conditions mTORC1 phosphorylates 4EBP at several sites, which inhibits 4EBP binding to eIF4E and promotes cap-dependent translation. Conversely, mTORC1 is inhibited under conditions such as low insulin or low amino acids, and 4EBP becomes hypophosphorylated and bound to eIF4E, thus inhibiting translation^4,8–12^. Leucine is particularly effective in activating mTORC1^2,13,14^, and both Sestrin2^1^ and leucyl-tRNA synthetase^15^ have been identified as cytosolic leucine sensors that promote mTORC1 localization to the lysosomal membrane and activation of mTORC1 kinase activity when they are in their leucine-bound forms.

Translation initiation is also regulated in response to amino acids by phosphorylation of the alpha subunit of eIF2. When an essential amino acid is limiting, its tRNA(s) cannot be fully aminoacylated and the concentration(s) of the non-aminoacylated (“uncharged”) tRNA(s) increase(s)^16^. Uncharged tRNAs bind to the histidyl-tRNA synthetase−related regulatory domain of GCN2 (i.e., eIF2α kinase 4), causing its activation^17–21^. Active GCN2 then phosphorylates the alpha subunit of eIF2^22–24^. eIF2 functions in its GTP-loaded form to form the 43S preinitiation complex (PIC) with initiator methionine tRNA (Met-tRNA_i_^Met^), the 40S ribosomal subunit, eIF3, eIF1 and eIF1A. The engagement of the PIC with a start codon results in hydrolysis of eIF2-GTP to eIF2-GDP and the release of eIF2-GDP. When eIF2 is phosphorylated, it inhibits the guanine nucleotide exchange factor eIF2B and blocks the recycling of eIF2-GDP to eIF2-GTP. With less eIF2-GTP, there is less formation of active 43S PIC, and mRNA translation initiation is suppressed^25,26^.

Despite a number of studies looking at the effects of starvation of total amino acids, few studies have compared the effects of deficiencies of different single essential amino acids on protein synthesis. In rats and mice, single essential amino acid deprivation can affect hepatic polysome profiles^27–30^, rates of hepatic protein synthesis^30,31^, and the phosphorylation status of 4EBP1^27,30–32^ and eIF2^29–31,33–36^. Studies in hepatocytes or HeLa cells demonstrated effects of short-term starvation of single amino acids on protein synthesis, polysome formation, and PIC formation^37,38^. Current evidence suggests that the relative roles of the GCN2 and mTORC1-mediated responses to amino acid starvation may differ depending on the specific amino acid(s) that is (are) deficient and the particular tissue^31,39–41^. Mice treated with asparaginase to lower asparagine and glutamine concentrations had reduced rates of protein synthesis in liver and spleen, which was accompanied by an increase in eIF2 phosphorylation in both tissues but by a decrease in 4EBP1 hyperphosphorylation only in liver^41^. Studies in bovine mammary tissue slices and MAC-T cells demonstrated a significant effect of leucine but not of other essential amino acids on eIF2 phosphorylation and mTORC1 kinase actions^42^. In a study in isolated rat hepatocytes, deprivation of methionine had a greater inhibitory effect on protein synthesis than did deprivation of other essential amino acids^37^. In this paper, we further explore effects of single essential amino acid deprivation on 4EBP1 and eIF2 phosphorylation status and protein synthesis.

## Results

To evaluate the effects of single amino acid deprivation on cellular 4EBP1 and eIF2 phosphorylation and protein synthesis in HEK293T cells, we chose a time point of 12 h after the switch from complete to amino acid-deficient medium. This time period allowed both sufficient depletion of the intracellular essential amino acid pool of the limiting amino acid to impact mRNA translation as well as time for cells to recover from the integrated stress response that is often observed in response to a change in culture medium.

### Leucine and methionine deprivation strongly inhibit translation initiation and polysome formation

Deprivation of arginine, histidine, leucine or methionine each resulted in an ~25% decrease in cell growth/proliferation as measured by total protein content of the cultured cells compared to cells grown in sufficient medium. The extent of reduction in total protein was similar for cells starved for any one of the four tested amino acids (Fig. 1a).

**Figure 1:**
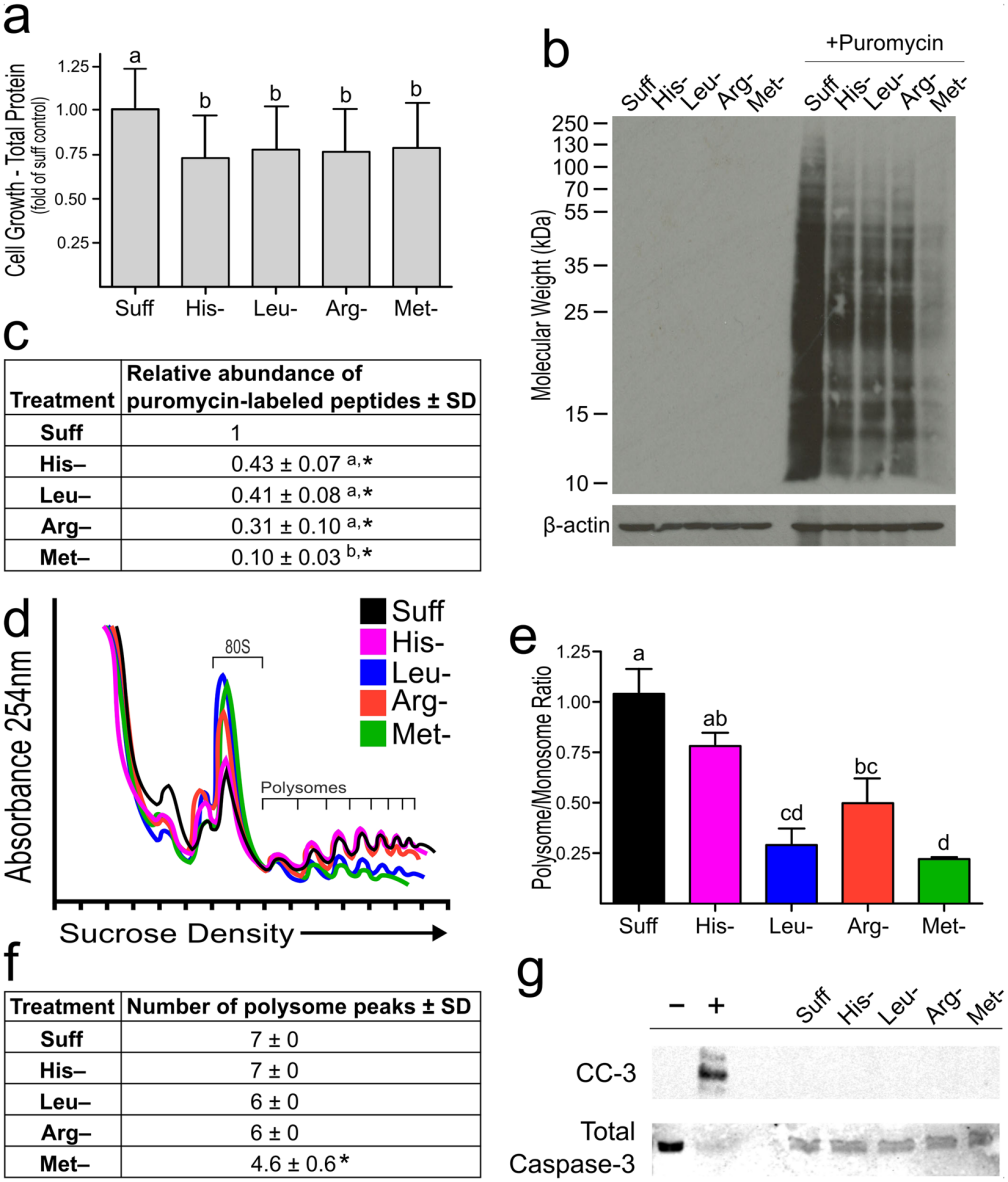
Changes in the growth, peptide translation and polysome profile of HEK293T cells in response to deficiency of a single essential amino acid. Cells were grown in complete medium (Suff) or in medium deficient in histidine (His‒), arginine (Arg‒), leucine (Leu‒) or methionine (Met‒) for 12 h. Values are means ± SD for 3 separate experiments. Results in (**a** and **c**‒**g**) are from one set of experiments, and those in b are from a separate set of experiments. Bars labeled with different letters are significantly different by least squares analysis with Tukey’s post hoc test at p ≤ 0.05. Values labeled with an asterisk (*) had a 95% confidence interval that did not include 1.0, making values significantly different from the Suff control at p ≤ 0.05; when relative values for amino acid-deficient conditions were analyzed, the replicate number had no significant effect in the overall model. (**a**) Final protein content of cells grown in amino acid sufficient or deficient medium for 12 h, expressed as a fraction of the final protein content of cells grown in sufficient medium. (**b**) Representative western blot showing rate of mRNA translation as assessed by puromycin labeling of newly synthesized proteins. (**c**) Relative densities of puromycin-labeled peptides. The density for the Suff condition was set at 1.0 for each blot (i.e., each separate experiment). (**d**) Image of overlaid polysome profiles from a representative experiment, illustrating differences in polysome profiles. (**e**) Ratios of polysome area to monosome area of polysome profiles. (**f**) Number of peaks in the polysome fraction of the polysome profiles. (**g**) Cleaved caspase 3 assay on 293 T cells. A representative western blot for the cleaved caspase 3 assay; the negative (−) and positive (+) control extracts are Jurkat cells treated without (−) or with (+) cytochrome c.

Somewhat surprisingly, the rate of mRNA translation as assessed by puromycin labeling of newly synthesized proteins showed a much more adverse effect of methionine deficiency than of histidine, leucine or arginine deficiency (Fig. 1b,c). Puromycin is a Tyr-tRNA mimetic that terminates translation by ribosome-catalyzed covalent incorporation into the nascent polypeptide chain^43,44^. Puromycin labeling was reduced by about 60% for cells deprived of histidine, leucine or arginine but by 90% for cells deprived of methionine. Because the puromycin labeling experiment captured mRNA translation at only the 12-h time point whereas the total protein content reflects growth over the entire 12-h period, the apparent more severe effect of amino acid starvation on protein synthesis than on cell growth could reflect a progressively more severe effect of amino acid starvation, especially methionine starvation, on protein synthesis with increased culture time. Alternatively, the more modest effects on cell growth than on protein synthesis could be explained by a compensatory suppression of protein degradation.

Starvation of each of the four tested amino acids had a different effect on the polysome profile (Fig. 1d). Histidine deprivation did little to change the polysome profile. Arginine deprivation resulted in an increase in the monosome peak and a slight decrease in the polysome fractions. Leucine deprivation resulted in an increase of the monosome peak and an even larger reduction in the polysome fractions compared to histidine or arginine deprivation. Methionine deprivation resulted in an increase in the monosome peak and the most extensive decrease in polysome fractions. The shift in polysome profiles was quantified as the ratio of the area of the polysome peaks (P) to the area of the monosome peak (M). As shown in Fig. 1e, histidine starvation had no effect on the P/M ratio. Arginine significantly reduced the P/M ratio compared to that for cells grown in sufficient medium or for cells deprived of histidine. Leucine and methionine deprivation had the most drastic effects on the P/M ratio, with the P/M ratios being significantly lower than those of cells grown in histidine- or arginine-deficient medium or in sufficient medium. The observed changes in the P/M ratios were mimicked by the number of peaks observed in the polysome fractions. Methionine deprivation resulted in a decrease in polysome peak number from 7 under sufficient conditions to 4.7 ± 0.6 (SD), whereas leucine and arginine deprivation only decreased polysome peak number from 7 to 6 and histidine had no effect (Fig. 1f).

Thus, although deprivation of any one of the four amino acids tested had a similar inhibitory effect on cell growth/proliferation over the 12-h period of culture, deprivation of the different amino acids had varying effects on measures of mRNA translation at the 12-h time point. In particular, the effectiveness of methionine deprivation in suppressing polysome formation and protein synthesis was striking with methionine deficiency reducing both the number of polysomes and the synthesis of puromycin-labeled proteins more markedly than a deficiency of histidine, leucine or arginine. To determine if methionine deprivation might be sufficiently detrimental to the cell to induce apoptosis, we analyzed cells for the presence of cleaved caspase 3. However, there was no increase in cleaved caspase 3 as a result of a deprivation of any amino acid tested (Fig. 1g).

### Leucine but not arginine, histidine or methionine deprivation results in an increase in 4EBP1‒eIF4E association

Because 4EBP1 phosphorylation status is thought to regulate the rate of cap-dependent mRNA translation in response to mTORC1 signaling, the effect of single amino acid deprivation on 4EBP1 phosphorylation status was determined (Fig. 2a). The relative abundance of total 4EBP1 was not significantly different for cells cultured in amino acid-deficient medium than in cells cultured in complete medium (Fig. 2b), but the hyperphosphorylation of 4EBP1 was markedly lower in cells cultured in leucine-deficient medium than in cells cultured in control or histidine-, arginine- or methionine-deficient medium (Fig. 2a), suggesting that mTORC1-mediated phosphorylation of 4EBP1 is more sensitive to leucine than the other tested amino acids.

**Figure 2:**
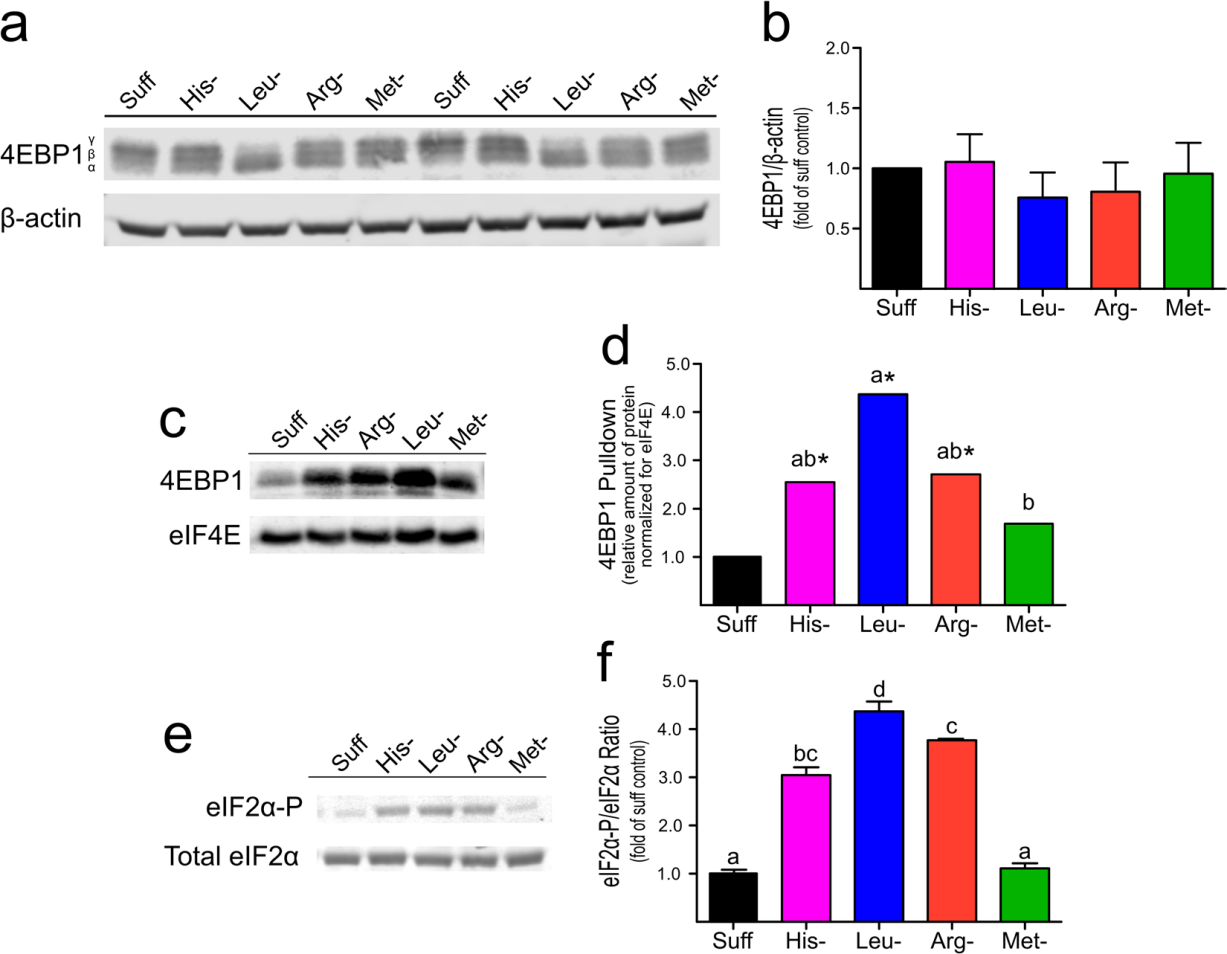
Differences in 4EBP1 and eIF2 phosphorylation in HEK293T cells in response to deficiency of a single essential amino acid. Cells were grown in complete medium (Suff) or in medium deficient in histidine (His–), arginine (Arg–), leucine (Leu–) or methionine (Met–) for 12 h. Values are means ± SD for 3 separate experiments. All results (**a**‒**f**) are from the same set of experiments. Bars labeled with different letters are significantly different by least squares analysis with Tukey’s post hoc test at p ≤ 0.05. Values labeled with an asterisk (*) had a 95% confidence interval that did not include 1.0, making values significantly different from the Suff control at p ≤ 0.05; when relative values for amino acid-deficient conditions were analyzed. (**a**) A representative western blot of 4EBP1 in the lysis solution used for the eIF4E pulldown assays. (**b**) Relative abundance of total 4EBP1 expressed as fold the value for cells cultured in complete medium in the same replicate experiment after normalization for abundance of β-actin. (**c**) A representative western blot for the amount of 4EBP1 pulled down with eIF4E. (**d**) Amount of 4EBP1 associated with eIF4E expressed as fold the mean value for cells cultured in complete medium after normalization to eIF4E. (**e**) A representative western blot for phosphorylated and total eIF2α. (**f**) Ratio of phosphorylated eIF2α to total eIF2α expressed as fold the mean value for cells cultured in complete medium.

To determine if the changes in 4EBP1 phosphorylation state corresponded to changes in 4EBP1 binding to cap-associated eIF4E, eIF4E was pulled down using a cap analog, and the relative amount of 4EBP1 bound to eIF4E was determined (Fig. 2c). Compared to cells cultured in sufficient medium, the amount of 4EBP1 pulled down with eIF4E (normalized for the amount of eIF4E) was significantly greater (P ≤ 0.05) for cells cultured in histidine-, leucine- or arginine-deficient medium but not for those cultured in methionine-deficient medium (Fig. 2d). The observation that the lowest apparent increase in 4EBP1 binding occurred in methionine-deficient cells whereas the most robust increase occurred in leucine-deficient cells is consistent with the greater effect of leucine deficiency on the degree of 4EBP1 phosphorylation. Therefore, although methionine deprivation was more effective than leucine deprivation at suppressing polysome formation and mRNA translation, methionine deprivation was much less effective than leucine deprivation at promoting 4EBP1 dephosphorylation and 4EBP1 binding to eIF4E.

Because amino acid deprivation can inhibit mRNA translation independently of mTORC1 through the phosphorylation of eIF2, we measured the extent of eIF2 phosphorylation under the different culture conditions. As can be seen in Fig. 2e,f, deprivation of leucine, histidine or arginine resulted in significant increases in eIF2 phosphorylation whereas deprivation of methionine had no effect on eIF2 phosphorylation compared to cells grown in sufficient medium. Thus, eIF2 phosphorylation was not associated with the suppressed protein synthesis observed in response to methionine deprivation, similar to the lack of change in 4EBP1 phosphorylation status and association with eIF4E in methionine-deprived cells.

### Expression of a nonphosphorylatable 4EBP1 mutant does not inhibit translation initiation and polysome formation

To further elucidate the effect of 4EBP1 binding to cap-associated eIF4E on the polysome profile, we expressed constitutively active 4EBP1 with Ala residues replacing the Thr37 and Thr46 residues. Transfection of HEK293T cells with wild-type 4EBP1 or mutant constitutively active 4EBP1(T37A/T46A) plasmids tended to result in higher cellular levels of total 4EBP1 protein at 24 h post-transfection compared to control cells transfected with vector alone, but only that for cells transfected with the T37A/T46A mutant plasmid was significantly greater than the vector control (Fig. 3a,b). However, the amount of phosphorylated 4EBP1 detected by an antibody specific for the phosphorylated Thr37 and Thr46 sites of 4EBP1 indicated an increase in phosphorylated 4EBP1 only in cells transfected with the wild-type 4EBP1. The increase in the hyperphosphorylated (gamma) band for 4EBP1 in cells transfected with wild-type but not in those transfected with 4EBP1(T37A/T46A) is consistent with the phosphorylation of 4EBP1 by mTORC1 (on Thr70 and Ser65) being dependent upon the prior phosphorylation of Thr37 and Thr46. Phosphorylation of all four residues is required to inactivate 4EBP1′s ability to bind eIF4E^11^.

**Figure 3:**
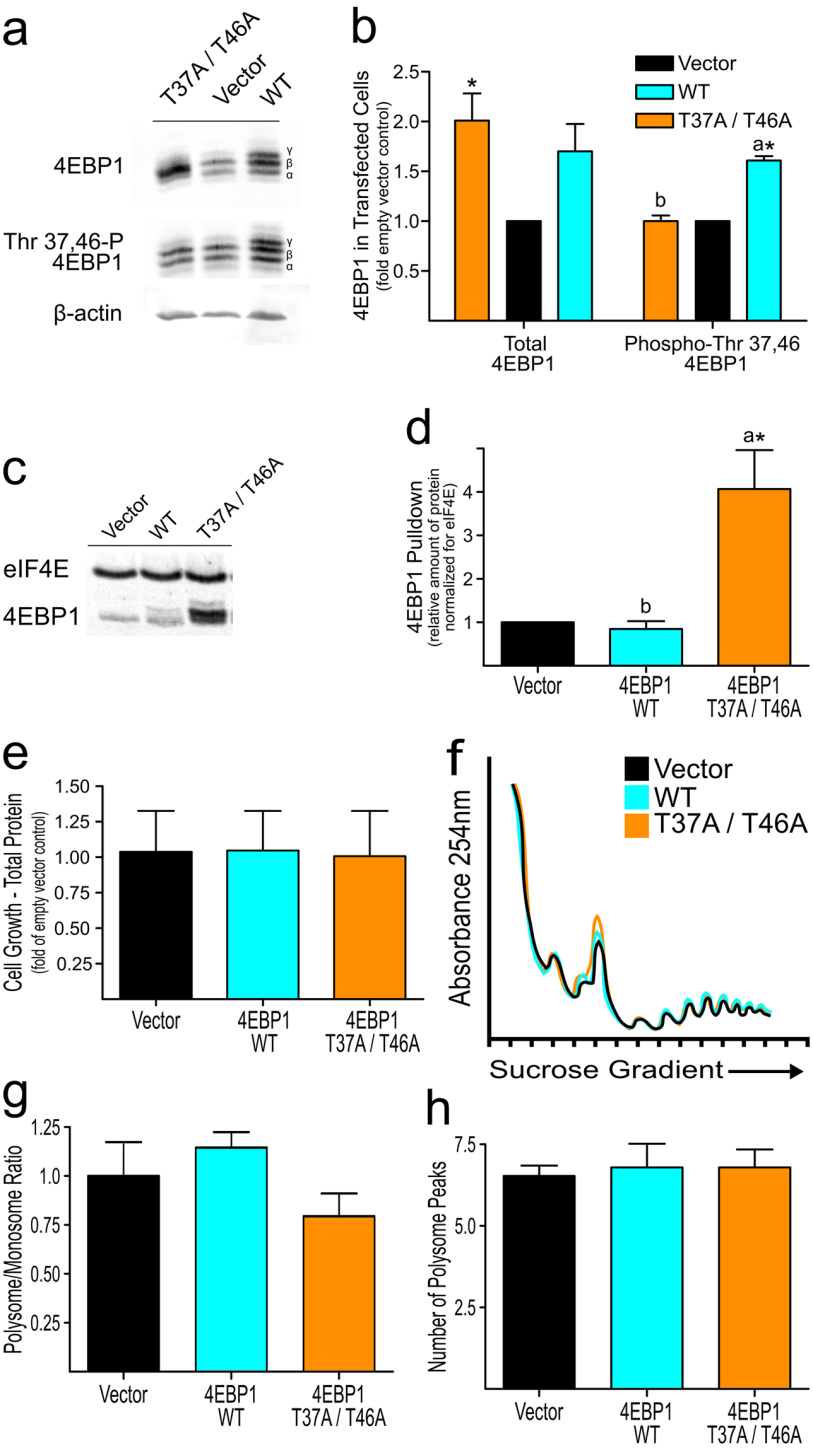
Effect of transfection of HEK293T cells with wild-type versus constitutively active 4EBP1. Cells were transfected with empty vector, wildtype 4EBP1, or constitutively active mutant 4EBP1(T37A/T46A) and grown in sufficient control medium for 24 h. Values are means ± SD for 3 separate experiments. All results (**a**‒**h**) are from the same set of experiments. Values for separate experiments were normalized by setting the vector control value at 1.0. Bars labeled with different letters are significantly different by least squares analysis with Student’s post hoc test at p ≤ 0.05. Values labeled with an asterisk (*) had a 95% confidence interval that did not include 1.0, making values significantly different from the vector control at p ≤ 0.05. (**a**) Representative western blot for abundance of total and Thr 37,46-phosphorylated 4EBP1 in transfected cells. (**b**) Abundance of total and Thr 37,46-phosphorylated 4EBP1, normalized for actin and expressed as fold the mean values for cells transfected with empty vector. (**c**) Representative western blot for m7 cap-analog pulldown of eIF4E and associated 4EBP1 from transfected cells. (**d**) Relative amount of 4EBP1 associated with eIF4E, expressed as fold the mean value for cells transfected with empty vector after normalization to eIF4E. (**e**) Cell growth assessed by total protein content at 24 h post-transfection, expressed as a percentage of total protein in cells transfected with the empty vector. (**f**) Representative image of polysome profiles for transfected cells. (**g**) Ratios of polysome to monosome areas of polysome profiles. (**h**) Number of peaks in the polysome fraction of the polysome profiles.

Because hyperphosphorylation of 4EBP1 by mTORC1 blocks its association with eIF4E, the greater amount of nonphosphorylatable 4EBP1 in cells transfected with 4EBP1(T37A/T46A) would be expected to result in more association of 4EBP1 with eIF4E. Assuming that overexpression of 4EBP1 had no dramatic effect on the abundance of other eIF4E binding proteins (i.e., 4EBP2, 4EBP3, eIF4G1 or eIF4G2), this was indeed the case, as shown in Fig. 3c,d. Transfection of cells with wild-type 4EBP1 had no effect on the amount of eIF4E-associated 4EBP1 compared to empty vector-transfected control cells, but the eIF4E pulled down from cells transfected with mutant 4EBP1(T37A/T46A) had 4-times as much bound 4EBP1. This confirms that the mutant constitutively active 4EBP1(T37A/T46A) bound eIF4E efficiently even when cells were grown in complete medium. These results are consistent with the increased binding of 4EBP1 to eIF4E that accompanied the decreased hyperphosphorylation of 4EBP1 observed in cells cultured in leucine-deficient medium (Fig. 2a,c,d).

At 24 h after transfection, there was no significant difference in the total amount of protein in the various cultures, suggesting little effect of increased 4EBP1 binding to eIF4E on the rate of cell growth/proliferation, at least in cells cultured in complete medium (Fig. 3e). Overlay of polysome profiles for cells transfected with empty vector, wild-type 4EBP1, or 4EBP1(T37A/T46A) demonstrated a slight increase in the monosome peak in cells transfected with the mutant nonphosphorylatable 4EBP1 (Fig. 3f). Calculation of P/M ratios and the number of polysome peaks, however, demonstrated no significant reduction for cells transfected with 4EBP1(T37A/T46A) compared to values for cells transfected with the empty vector (Fig. 3g,h). As in the experiments shown in Fig. 1, these studies with 4EBP1(T37A/T46A) suggest that an increase in 4EBP1 association with eIF4E by itself does not inhibit cell growth and has relatively little effect on the formation of polysomes. This suggests that a change in 4EBP1 phosphorylation/eIF4E binding status that is unaccompanied by other changes may have little effect on overall mRNA translation.

### Leucine and methionine inhibit translation through different mechanisms

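Ribosome profiling sequences the short mRNA fragments (footprints) that ribosomes protect from nuclease digestion, so that the number of footprints on a coding sequence measures how many ribosomes occupied it. It was done on HEK293T cells, an established human embryonic kidney cell line that carries the SV40 large T antigen. In the first series, cells were treated with cycloheximide at 100 µg/ml, a drug that arrests elongating ribosomes, before they were collected. This series held 4 libraries, from cells in sufficient medium (Suff) and in medium lacking arginine (Arg-), leucine (Leu-) or methionine (Met-). There was 1 library per condition, so no value below has a replicate error. The paper gives 12 h as the time in deficient medium, while the sample records say that deprivation lasted over night. The records also list the arginine-deficient library, which the paper does not report in its profiling results. The authors trimmed adaptors, kept footprints by length, aligned them without mismatch to the human transcriptome (GRCh38) with Bowtie, kept uniquely mapped reads, and deposited the read density of each Ensembl transcript scaled to coding length and library size (RPKM), without positions along the mRNA. Because reads are whole, each RPKM multiplied by its coding length is a whole multiple of the value of 1 read, which gave the number of reads on coding sequences in each library. With coding lengths from GENCODE release 44 (GRCh38), 97.3% of the matched mRNAs in sufficient medium and 97.2% in methionine-deficient medium lay on such a step. The libraries held 2560280 reads in sufficient medium, 5010210 in arginine-deficient medium, 6434043 in leucine-deficient medium and 538222 in methionine-deficient medium. The 50 mRNAs with the highest RPKM took 31.9% of the summed RPKM in sufficient medium, 31.0% in leucine-deficient medium and 31.5% in methionine-deficient medium. RPKM is a share of each library's own reads, so a change that affects all mRNAs alike does not appear in it. From these values, 1 mRNA per gene was kept (the highest transcript), mRNAs absent from a library counted as 0, and ratios were taken as log2((RPKM + 1)/(RPKM in sufficient medium + 1)), which understates changes of mRNAs with low values.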

To further elucidate the differences observed in polysome profiles due to deprivation of different single essential amino acids, we performed genome-wide ribosome profiling on HEK293T cells grown in sufficient, leucine-deficient or methionine-deficient medium. The ribosome density at each position was first normalized by the length of each mRNA, and then the normalized reads were aggregated by aligning all mRNAs by their distance from the start codon using both in-frame (frame 0) and out-of-frame [frame 1 (+1) and frame 2 (+2)] codon positioning. Aggregated results were divided by the number of genes (mRNAs) that were identified in the global ribosome profiling and thus are reported in Fig. 4 as the mean ribosome density at each codon position.

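The number of mRNAs identified with cycloheximide was 5466 in sufficient medium, 8906 in leucine-deficient medium, 8031 in arginine-deficient medium and 2021 in methionine-deficient medium (1 library each, no replicates). Without cycloheximide it was 11437 in sufficient medium, 10962 in leucine-deficient medium, 10974 in arginine-deficient medium and 10871 in methionine-deficient medium. In the first series the mRNA with the fewest reads had 64 reads in every library, and in the second it had 5, so the series list mRNAs down to different depths. Of the 2021 mRNAs of the methionine-deficient library with cycloheximide, 1875 were also listed in the other 3 libraries of that series. An RPKM of at least 10 was reached with cycloheximide by 5172 mRNAs in sufficient medium, 7284 in leucine-deficient medium and 2020 in methionine-deficient medium. When reads of the other libraries were drawn at random to leave 538222, the depth of the methionine-deficient library, and the cutoff of 64 reads was kept, a mean of 1427 mRNAs remained in sufficient medium and 1609 in leucine-deficient medium over 20 draws. This setting was chosen after seeing the data, and it was the alternative that moved the counts most. In the methionine-deficient library a read count was recovered for 1917 transcripts of 1895 genes, more genes than either mean.

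**Figure D1:**
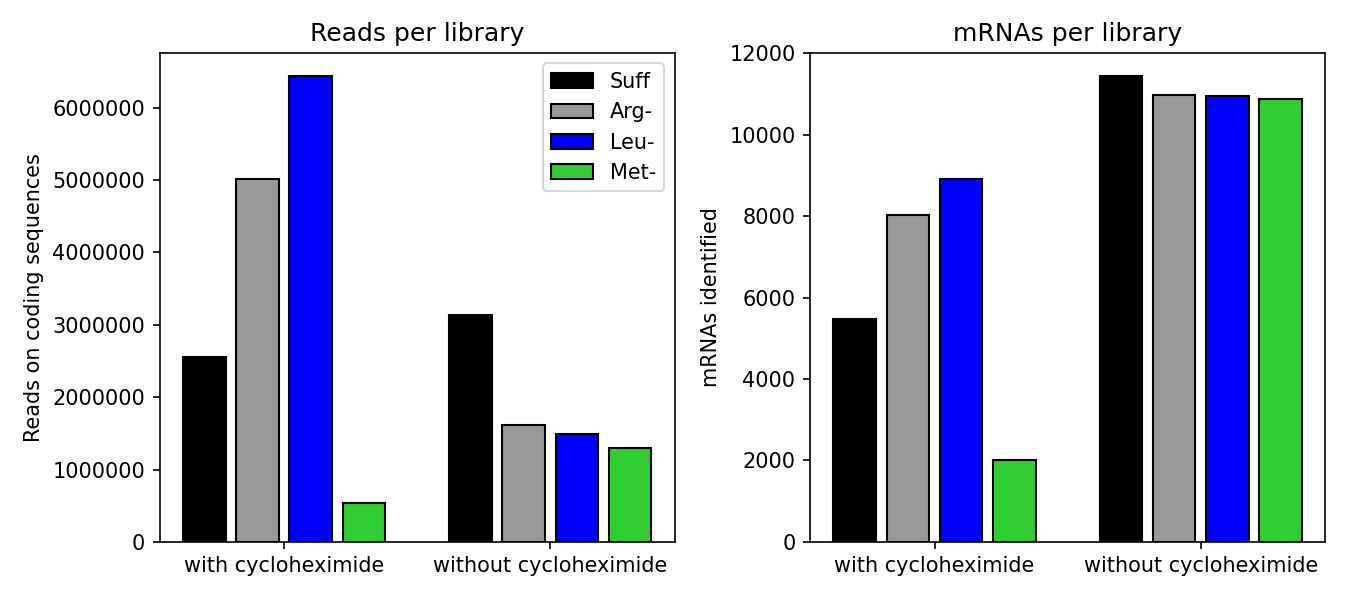
Bars show the reads on coding sequences (left) and the number of mRNAs identified (right) in each of the 8 libraries, with and without cycloheximide, for sufficient (Suff), arginine-deficient (Arg-), leucine-deficient (Leu-) and methionine-deficient (Met-) medium; there is 1 library per bar and no error bar. The methionine-deficient library with cycloheximide has the fewest reads, 538222, and the fewest mRNAs, 2021.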

**Figure 4:**
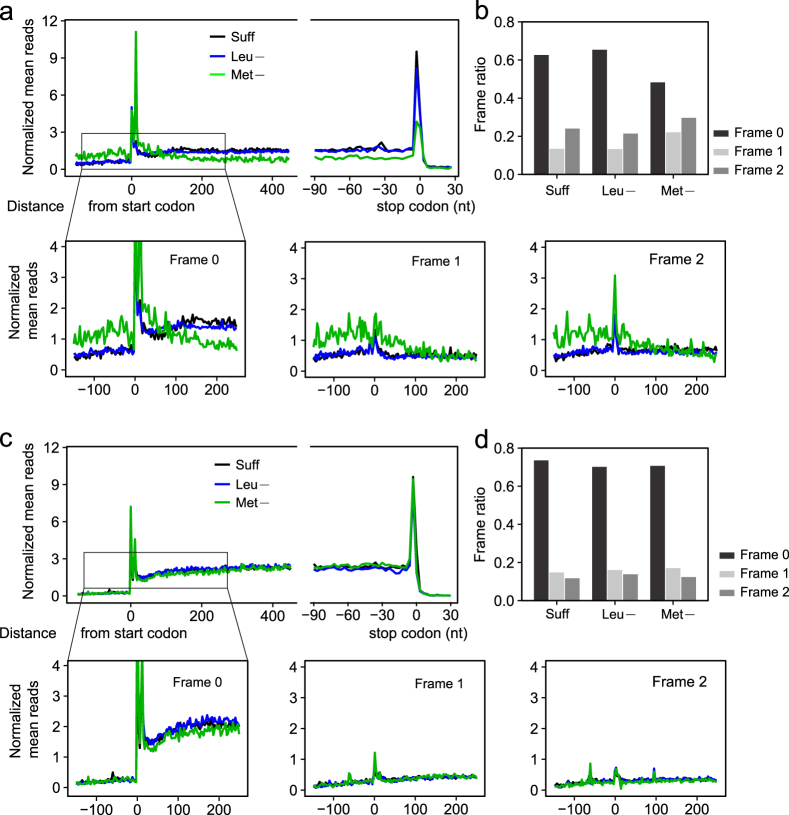
Ribosome profiling in response to deficiency of single essential amino acids. (**a**) Metagene analysis of ribosome density in HEK293T cells grown in complete medium or in medium deficient in leucine or methionine for 12 h. The density of ribosome footprints mapped to the human transcriptome are determined at single nucleotide positions and averaged across transcripts aligned at start and stop codons. The zoomed in region shows the read distribution by reading frame. (**b**) Fractional distribution of ribosome footprints mapped to the coding regions by reading frame using Ribo-seq data obtained in the presence of cycloheximide. (**c**) Metagene analysis of ribosome density in HEK293T cells prepared in the absence of cycloheximide. (**d**) Fractional distribution of ribosome footprints mapped to the coding regions by reading frame, using Ribo-seq data obtained in the absence of cycloheximide.

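The densities in Fig. 4a are positions along each mRNA, which the files analysed here do not hold, divided by the mean count over its coding sequence, which they do hold as RPKM. With cycloheximide, a transcript with a recovered read count had a median of 161 reads in sufficient medium, 270 in leucine-deficient medium and 115 in methionine-deficient medium. Per nucleotide of coding sequence the median was 0.154 reads in sufficient medium, 0.213 in leucine-deficient medium and 0.114 in methionine-deficient medium (1 library each, no replicates). These medians are not scaled to library depth, so they do not compare ribosome density between conditions. Because mRNAs under 64 reads are not listed, these medians cannot fall far even where a library has few reads. All listed transcripts with a recovered count together held 2243192 reads in sufficient medium, 5962005 in leucine-deficient medium and 348093 in methionine-deficient medium. These were 87.6%, 92.7% and 64.7% of the reads on coding sequences of the same libraries, as recovered from RPKM. The rest may lie on mRNAs that are not listed or were not matched to a coding length, which was not tested. A read count was recovered for 1917 transcripts in methionine-deficient medium, 5308 in sufficient medium and 8758 in leucine-deficient medium; how many mRNAs entered each averaged curve is not in the files analysed here. Across the 6232 mRNAs with a mean RPKM of at least 10, the log2 ratio of leucine-deficient to sufficient medium had a median of 0.21 and an SD over mRNAs of 2.06. Across the 4805 such mRNAs for methionine deficiency the median was -4.84 and the SD 4.06, with 2788 mRNAs absent from the methionine-deficient library and counted as 0. Leaving out mRNAs absent from either library changed this most: the SD for methionine deficiency fell to 1.33 and the median over the remaining 1890 mRNAs was 0.89. RPKM is relative to each library's reads, so these ratios hold no information on the total number of ribosomes on mRNA. From the position of the footprints, the paper concludes that leucine deficiency left ribosome densities downstream of the start codon unreduced while methionine deficiency lowered them.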

Looking at the frame 0 results for polysomes collected with cycloheximide pretreatment (Fig. 4a), leucine deficiency did not reduce mean ribosome densities at positions downstream of the start codon, whereas methionine deprivation markedly decreased mean ribosome densities downstream of the start codon except for an increased density at a point 12 nt downstream of the start codon. Methionine deprivation also resulted in an increase in ribosome densities at positions upstream of the start codon, which contrasted with a low abundance of upstream ribosomes in cells cultured in sufficient or leucine-deficient medium. The peak at 12 nt downstream from the start codon, which was observed under all conditions, has previously been characterized^44^ and has been attributed to post-initiation pausing of ribosomes in what is hypothesized to be an obligatory quality control step between initiation and elongation that determines whether translation proceeds or is abandoned. The lack of ribosome densities downstream of mRNA start codons in methionine-deficient cells is consistent with the drastic suppression of polysome formation observed in methionine-deficient cells (Fig. 1b,c,d).

To determine if methionine- or leucine-deprivation results in errors in start site recognition, the ribosome densities at out-of-frame codons were also determined. As can be seen in Fig. 4a, methionine-, but not leucine-deprivation, resulted in an increase in mean ribosome densities both upstream and downstream of the start codon in frame 1 and frame 2 when compared to cells grown in sufficient medium. This was further analyzed by determining the percentage of active ribosomes in each frame (Fig. 4b). 

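The percentages in Fig. 4b are shares of footprints on coding sequences in 1 library per condition, and the reading frame of a footprint is not in the files analysed here, so the shares were not recomputed. The number of reads on coding sequences, from which the authors took the reads beyond the first part of each coding region, was 2560280 in sufficient medium and 6434043 in leucine-deficient medium. A 95% Wilson confidence interval of a share is widest at 50%, where it reached 0.061 percentage points to each side in sufficient medium and 0.039 in leucine-deficient medium. This interval covers the sampling of reads only, and with 1 library per condition (no replicates) the variation between cultures is unknown. The paper reports no increase in the percentage of out-of-frame ribosomes after leucine deprivation.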

Leucine deprivation did not increase the percentage of ribosomes in frames 1 and 2 compared to cells grown in sufficient medium (35% vs 38%). In contrast, methionine deprivation substantially increased the percentage of ribosomes in frames 1 and 2 (52% vs 38%, chi-squared test, *P* < 2.2 × 10^−16^). 

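The methionine-deficient library of this comparison held 538222 reads on coding sequences, the fewest of the 4 libraries with cycloheximide, against 2560280 in sufficient medium. At 50%, where it is widest, the 95% Wilson confidence interval of a share of these reads reached 0.134 percentage points to each side. A chi-squared test on reads of this number treats each read as an independent observation, and with 1 library per condition it does not include the variation between cultures. The reading frames themselves are not in the files analysed here. From the higher share of footprints outside frame 0, the paper concludes that methionine deprivation increased out-of-frame translation.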

The increased out-of-frame translation under methionine starvation is likely due to the shortage of initiator tRNA at the annotated start codons, which results in the scanning ribosomes selecting non-canonical start codons for initiation. Notably, conducting ribosome profiling in the presence of cycloheximide helps capture early translation events.

To demonstrate that the increased ribosome densities in the 5′UTR represent true translation events, we repeated the ribosome profiling experiments without cycloheximide (Fig. 4c,d). 

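The series without cycloheximide also held 4 libraries from HEK293T cells, in sufficient, arginine-deficient, leucine-deficient and methionine-deficient medium, with 1 library per condition and no replicates. The authors deposited RPKM for each Ensembl transcript as in the first series, here with 1 transcript for nearly every gene and after removal of duplicate reads according to the records, a step the methods do not state. Coding lengths with the stop codon, in place of lengths without it as in the first series, put 97.2% of the matched mRNAs in sufficient medium on whole read numbers. The libraries held 3139745 reads on coding sequences in sufficient medium, 1610707 in arginine-deficient medium, 1496852 in leucine-deficient medium and 1302523 in methionine-deficient medium. The deepest of these libraries was thus the sufficient one, whereas with cycloheximide it was the leucine-deficient one. A transcript with a recovered read count had a median of 88 reads in sufficient medium, 54 in leucine-deficient medium and 57 in methionine-deficient medium, and the lowest count was 5. The 50 mRNAs with the highest RPKM took 20.7% of the summed RPKM in sufficient medium, 19.8% in leucine-deficient medium and 17.7% in methionine-deficient medium. The series differ in cycloheximide, in the removal of duplicates, in the lowest read count and in the coding length used, so the effect of the drug on these values cannot be told apart from that of the processing. Across mRNAs, the log2 ratios to sufficient medium with and without cycloheximide had a Spearman rho of 0.61 for leucine deficiency (5816 mRNAs, Pearson r = 0.48) and 0.35 for methionine deficiency (4522 mRNAs, Pearson r = 0.32). Each of the 3 relations, including the one for arginine deficiency (rho 0.59, r = 0.52, 5819 mRNAs), had p = 1e-05 in a permutation test, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment. These correlations are across mRNAs, which are not independent replicates. With mRNAs absent from either library left out, the rho for methionine deficiency was 0.63.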

The subsequent ribosome runoff is expected to deplete 5′UTR translation, especially the ultra-short open reading frames. This was indeed the case. The increased 5′UTR translation after methionine deprivation was no longer evident (Fig. 4c). As expected, more ribosomes accumulated toward the end of coding regions, including at the stop codon. 

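Without cycloheximide the reads on coding sequences per nucleotide, as the median over transcripts with a recovered count, were 0.055 in sufficient medium, 0.035 in leucine-deficient medium and 0.037 in methionine-deficient medium (1 library each, no replicates). These values are not scaled to depth, and the libraries held 3139745, 1496852 and 1302523 reads in that order. They therefore do not show a lower ribosome density in the starved cells. Positions along the mRNA, on which Fig. 4c is based, are not in the files analysed here. The log2(RPKM + 1) of mRNAs with a mean RPKM of at least 10 had a Pearson r with sufficient medium of 0.90 for methionine deficiency (7897 mRNAs) and 0.95 for leucine deficiency (7565 mRNAs), across mRNAs, which are not independent replicates. The log2 ratio to sufficient medium had an SD over mRNAs of 0.85 for methionine deficiency and 0.60 for leucine deficiency, and only 11 and 4 of these mRNAs were absent from the starved library. At least 2-fold higher values were found for 1596 mRNAs under methionine deficiency and for 521 under leucine deficiency. At least 2-fold lower values were found for 432 and 160 mRNAs. The median log2 ratio was 0.31 and 0.14, an offset in a relative measure. With the ratios centred on their median, 849 and 341 mRNAs were higher and 850 and 264 lower. Centring puts as many mRNAs above the median as below it. These counts therefore do not test the source of the excess of higher mRNAs under methionine deficiency. No mRNA was tested on its own, with 1 library per condition in each series. With no filter on low values, the lower mRNAs rose to 1104 for methionine deficiency and 720 for leucine deficiency, and the higher ones to 2485 and 1038. RPKM is a share of each library's reads and does not carry the total number of ribosomes. On the averaged positions, the paper concludes that densities downstream of the start codon remained lower in methionine-starved cells.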

Ribosome densities downstream of the start codon were still lower under no cycloheximide conditions in methionine starved cells than in cells cultured in sufficient or leucine deficient medium (Fig. 4c). The lowered in-frame rate (or frame 0 ratio) after methionine starvation is still discernible in the absence of cycloheximide (Fig. 4c). 

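The frame shares of Fig. 4d come from libraries of 3139745 reads on coding sequences in sufficient medium and 1302523 in methionine-deficient medium, and the reading frame of a footprint is not in the files analysed here. The 95% Wilson confidence interval of a share at 50% reached 0.055 percentage points to each side in sufficient medium and 0.086 in methionine-deficient medium. These intervals reflect the number of reads and not the variation between cultures, for which there were no replicates. The paper reads the share in frame 0 as still lowered by methionine starvation.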

Collectively, these results suggest that methionine-deficiency likely interferes with the ability of ribosomes to recognize the correct start site.

## Discussion

Cells require an exogenous source of the amino acids they cannot synthesize. For mammalian cells, this includes those that cannot be synthesized by the body (e.g., histidine, methionine and leucine) as well as amino acids that cannot be synthesized by the particular cell (e.g., arginine). Although arginine can be synthesized in the body via sequential contributions of the intestine and kidney, the need for arginine cannot be met by endogenous synthesis in most cell types. Starvation of cells for any amino acid they cannot synthesize results in a decrease in cell growth and proliferation. The roles of amino acids as substrates and regulators of protein synthesis are well-established. Nevertheless, our comparison of the effects of different amino acids on various measures of mRNA translation and various mechanisms of regulation of mRNA translation yielded several unanticipated findings.

Although the lack of any one of the four amino acids we tested resulted in a similar overall restriction of cell growth, effects on polysome formation ranged from negligible in the case of histidine deficiency to moderate in the case of arginine deficiency to severe in the case of leucine or methionine deficiency. Puromycin labeling showed diminished protein synthesis in cells cultured in medium deficient in any one of the four amino acids tested, but protein synthesis was significantly more diminished in cells cultured in methionine-deficient medium than in cells cultured in medium deficient in leucine, arginine or histidine. Of the conditions tested, only leucine deprivation resulted in 4EBP1 dephosphorylation and enhanced 4EBP1 binding to eIF4E. In contrast, phosphorylation of eIF2 was elevated in cells cultured in histidine-, leucine- or arginine-deficient medium but not in cells cultured in methionine-deficient medium. The phosphorylation state of 4EBP1 or eIF2 did not closely correlate with puromycin labeling or polysome profiles across the different conditions, and the effects of methionine starvation did not appear to be explained by either 4EBP1 dephosphorylation or eIF2 phosphorylation. Collectively, these observations underscore our incomplete understanding of translation regulation by amino acids and suggest that the presence or absence of particular amino acids may exert effects via different mechanisms.

Contrary to prevailing views that 4EBP1 is a strong regulator of mRNA translation^10,45–47^, our results do not support an overarching role of 4EBP1 binding to eIF4E in suppressing global mRNA translation in amino acid deficiency. Although leucine deprivation strongly inactivated mTORC1’s kinase activity as judged by 4EBP1 dephosphorylation, the resulting increase in 4EBP1’s binding affinity for eIF4E may not explain the effect of leucine deprivation on polysome formation because the effect could not be reproduced by expression and binding of mutant 4EBP1(T37A/T46A) to eIF4E. Furthermore, the observation that methionine, histidine or arginine deprivation had no significant effect on the binding of 4EBP1 to eIF4E, in contrast to the marked effect of leucine deficiency, challenges the notion that 4EBP1 binding to eIF4E is a major suppressor of mRNA translation in response to single amino acid deprivation. The observation that leucine deprivation had a much larger effect on 4EBP1‒eIF4E association than did methionine, histidine or arginine deprivation, however, is consistent with leucine exerting somewhat unique effects through regulation of mTORC1 kinase activity. It is possible that leucine’s effects on mRNA translation/polysome formation is due to the action of some other protein that also is regulated by mTORC1 activity, and this could include proteins that act to regulate either initiation or elongation. A different target of mTORC1, such as S6K1 or its downstream targets eIF3 and eIF4B, theoretically could have a global effect on mRNA translation^48–50^. A global effect of these mTORC1 targets on mRNA translation has not been shown, however. Another possibility is that leucine and its effects on mTORC1/4EBP1 could selectively promote translation of a subset of mRNAs (e.g TOP-mRNAs), with leucine deficiency resulting in reduced translation of one or more members of this subset to effect changes in gene expression that indirectly mediate a more global suppression of mRNA translation^51–53^. Regardless of these possibilities, our data strongly indicate that an increase in hypophosphorylated 4EBP1 capable of binding to eIF4E is not sufficient to suppress global mRNA translation and also is unlikely to be the major mechanism by which most amino acids regulate translation. Similar to our findings, a study in isolated rat cardiomyocytes demonstrated a lack of effect of 4EBP1 binding to eIF4E on overall protein synthesis^40^.

Our observation is at odds with past studies in which transfection of cells with a constitutively active 4EBP1 mutant inhibited the translation of cap-dependent genes. These studies, however, measured the reduction of translation through reporter gene constructs containing 5ʹUTRs from known cap-dependent genes^4,54,55^. Our observations are consistent with several reports of a lack of association of 4EBP1 phosphorylation and total protein synthesis. Expression of a nonphosphorylatable 4EBP1 in rat Rat1a and TGR cells resulted in no change in total protein synthesis in either cell type, and a change in the polysome profile was observed only in the TGR cells^56^. In insulin deprived-L6-myoblasts, leucine deprivation but not histidine deprivation reduced 4EBP1 hyperphosphorylation and increased 4EBP1 association with eIF4E, whereas both leucine deprivation and histidine deprivation decreased protein synthesis and decreased eIF2B activity^39^. In addition, when insulin was added back protein synthesis and eIF2B activity were still inhibited under amino acid deprivation but leucine deprivation no longer affected 4EBP1phosphorylation and association with eIF4E. These findings resulted in the conclusion that eIF2 phosphorylation/eIF2B exchange activity but not 4EBP1 hypophosphorylation/4EBP1 binding to eIF4E was the primary mediator of a decrease in protein synthesis in response to leucine- or histidine-deprivation^39^. Our observation that eIF2 phosphorylation was not significant in cells cultured in methionine-deficient medium, however, suggests that the eIF2 guanine nucleotide exchange mechanism may not explain responses to deficiencies of all amino acids, at least not to a deficiency of methionine. Thus, the overall contributions of 4EBP1and eIF2 phosphorylation status on the control of mRNA translation remain uncertain, but the different responses observed to deficiencies of individual amino acids in this study suggest that different amino acids, at least leucine and methionine, act via different mechanisms. The study of cells exposed to deficiencies of different individual amino acids may be a fruitful approach to clarifying the contributions of different mechanisms.

Comparison of the effects of leucine deprivation and methionine deprivation on ribosome profiles provides further insights into potential mechanisms involved in the suppression of mRNA translation by leucine versus methionine deficiency. 

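In the leucine-deficient library with cycloheximide, 5448 of the 5466 mRNAs of the sufficient library were again listed. The log2(RPKM + 1) of the 6232 mRNAs with a mean RPKM of at least 10 had a Pearson r of 0.73 and a Spearman rho of RPKM of 0.82 between the libraries, across mRNAs, which are not independent replicates. The ratios to sufficient medium had a median of 0.21 on the log2 scale, with an interquartile range from -0.36 to 1.07. Without cycloheximide the r was 0.95 and the rho 0.92 over 7565 mRNAs, and the median log2 ratio was 0.14, with an interquartile range from -0.21 to 0.52. Of these mRNAs, 91.0% lay within 2-fold of sufficient medium, against 67.4% with cycloheximide. The lower r with cycloheximide rested on mRNAs absent from 1 library and counted as 0: over the 5208 mRNAs present in both libraries it was 0.92. There were no replicates, so the spread that repeated cultures would give is unknown. Since RPKM is scaled to the reads of each library, a lower number of ribosomes on all mRNAs is not visible in these values, and the shape of the profile along the mRNA is not in the files analysed here.

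**Figure D2:**
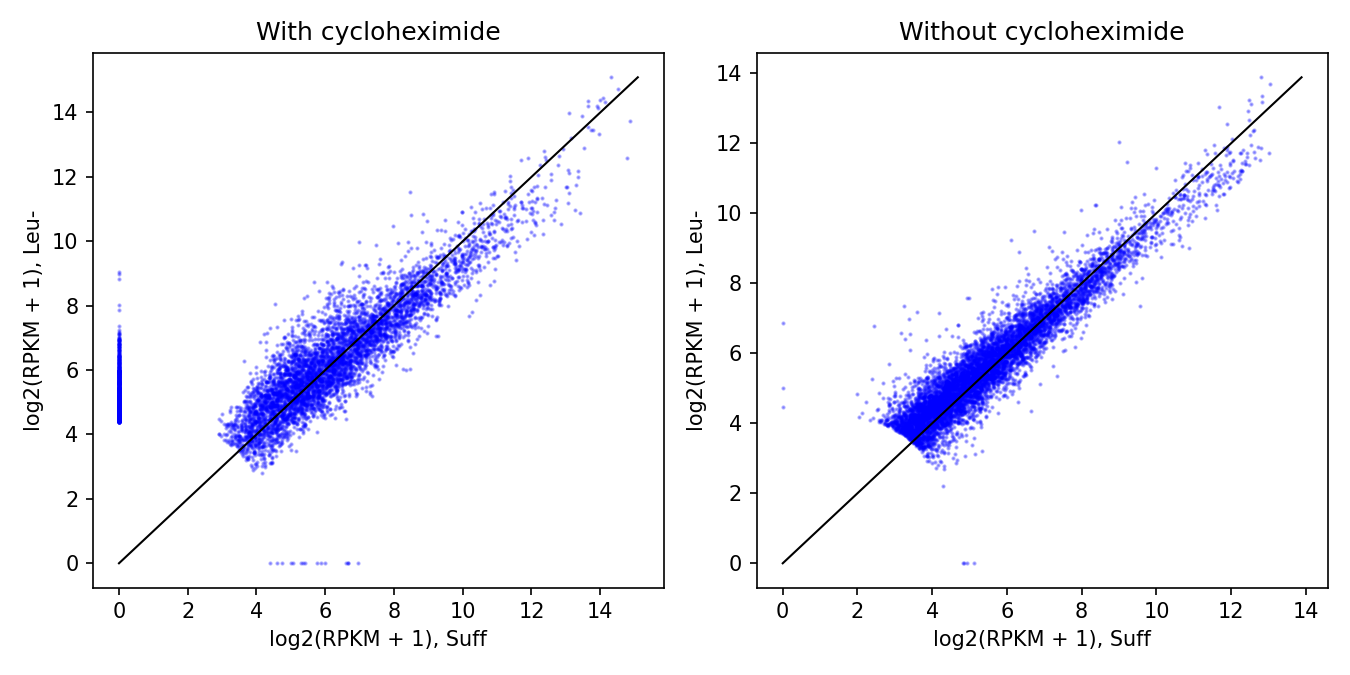
Each point is an mRNA with a mean RPKM of at least 10, plotted by log2(RPKM + 1) in sufficient medium (horizontal axis) and leucine-deficient medium (vertical axis), with cycloheximide (left, 6232 mRNAs) and without (right, 7565 mRNAs); the line marks equal values. Points on the axes at 0 are mRNAs absent from 1 of the libraries. The Pearson r is 0.73 on the left and 0.95 on the right.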

Leucine deprivation did not change the overall shape of the global ribosome density profile compared to that for cells cultured in sufficient medium, but it did result in slightly lower densities of ribosomes in the aggregated open reading frames. This suggests that leucine deprivation may inhibit the loading of ribosome onto mRNA, leading to an overall decrease in the number of ribosomes on mRNA, but likely has little effect on the movement of ribosomes along the mRNA during the translation process, resulting in a comparable distribution of ribosomes along the mRNA in leucine-deficient and sufficient conditions. This conclusion is consistent with the appearance of the polysome profiles for cells deprived of leucine. Leucine-deficient cells exhibited a lower P/M ratio compared to observations for cells grown in sufficient medium, but the number of peaks was only minimally affected. 

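Footprints above the authors' read cutoff were found under leucine deficiency on 8906 mRNAs with cycloheximide and on 10962 mRNAs without it, against 5466 and 11437 in sufficient medium. The larger number with cycloheximide accompanied a larger library, 6434043 against 2560280 reads. Drawn down at random to 538222 reads, a setting chosen after seeing the data, the leucine-deficient and sufficient libraries kept means of 1609 and 1427 mRNAs. Of the mRNAs listed without cycloheximide in sufficient medium, 10772 (94.2%) were also listed under leucine deficiency, and 665 were not. An RPKM of at least 10 was reached by 7789 mRNAs under leucine deficiency and by 7204 in sufficient medium. Raising the minimum to an RPKM of 50 left 3406 and 3077 mRNAs. Each condition had 1 library, so these numbers carry no replicate error. From the profiles and the polysome peaks, the paper concludes that many mRNAs were still readily translated in leucine-deficient cells.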

These observations indicate that many mRNAs are still readily translated under leucine-deficient conditions.

In contrast to the ribosome profiling results for leucine-deficient cells, the global distribution of ribosomes on mRNA under conditions of methionine deficiency appeared to be random, with many ribosomes associated with regions upstream of the start codons and with many ribosomes appearing to be out-of-frame with the coding sequence. This suggests that under methionine deprivation the correct start site cannot be recognized, leading to a high number of ribosomes initiating both in the 5′UTR and out of frame. The fact that the heavier polysome fractions were absent in polysome profiles of cells cultured in methionine-deficient medium suggests that many ribosomes may fall off the mRNA shortly after they incorrectly initiate. This would be consistent with the ‘ambush hypothesis^57–59^, which claims that mRNAs contain a large number of out-of-frame stop codons to minimize out of-frame translation as a result of frameshift mutations. This hypothesis is supported by the dramatic decrease in puromycin-labeled peptides observed in methionine-deficient cells.

Ribosome profiles generally look different when done with or without cycloheximide. As is typically observed for a comparison of profiles done with/without cycloheximide, our repeat of the experiment without cycloheximide resulted in a shift of the ribosomes toward the stop codon, indicating that the ribosomes continue to move when not fixed in place by cycloheximide treatment. The lack of ribosomes associated with the 5′UTR in methionine-deficient cells when cycloheximide was not present, in contrast to the case when cycloheximide was present, supports the notion that the increased ribosome densities in the 5′UTR in the presence of cycloheximide represent true translation events. Methionine-deficient cells exhibited lower frame 0 ribosome binding in both the absence and presence of cycloheximide, consistent with the hypothesis that methionine starvation interferes with correct start site recognition.

The apparent ability of methionine deficiency to interfere with start site recognition suggests that methionine may play a unique role in regulating translation initiation. Methionine-specific effects could be mediated by a lack of methionine-charged initiator tRNA or by a lack of metabolites of methionine, such as *S*-adenosylmethionine (SAM) or cysteine. SAM is the donor of methyl groups to numerous biological reactions^60^. Cysteine is substrate for the synthesis of glutathione, which plays a critical role in maintaining redox balance and preventing oxidative stress. Our methionine-deficient medium contained cysteine so a lack of cysteine/glutathione is not a likely explanation of our findings, but either a lack of methionine-charged tRNA_i_^Met^ or a lack of SAM for methylation reactions is a possible explanation.

It is highly probable that after 12 h of exposure of cells to methionine-deficient medium, both methionine initiator- and elongator-tRNA aminoacylation levels would have decreased, and the decrease in Met-tRNA_i_^Met^ levels due to methionine deprivation could inhibit formation of the 43S PIC^23^. Met-tRNA_i_^Met^ binding to eIF2-GTP is facilitated by the presence of methionine on the tRNA_i_^Met^. Non-aminoacylated tRNA_i_^Met^ has a K_d_ value of roughly 130 nM for both eIF2-GTP and eIF2-GDP, whereas “charged” Met-tRNA_i_^Met^ has a K_d_ of 9 nM for eIF2-GTP^61^. Reduced ternary complex as a result of too little Met-tRNA_i_^Met^ would be expected to reduce the number of ribosomes bound to mRNA, resulting in the observed decrease in the P/M ratio and number of polysome peaks. The hypothesis that mRNA translation initiation is suppressed due to a lack of ternary complex formation is supported by our previous findings that methionine deprivation in murine embryonic fibroblasts resulted in a GCN2-/eIF2α kinase-independent but ATF4-dependent increase in the integrated stress response^62^. The ability of methionine deprivation to increase the ATF4 level and the integrated stress response in the absence of eIF2 phosphorylation is most easily explained by methionine deficiency suppressing ternary complex formation by an alternative mechanism that does not involve eIF2 phosphorylation. This explanation is also supported by the findings of Dever *et al*.^63^ in *gcn2* knockout yeast. A reduction in the copy number of the initiator tRNA genes in the *gcn2* knockout yeast resulted in an increase in GCN4, the ATF4 analogue, in a manner dependent on an upstream open reading frame in the GCN4 mRNA. A lack of ternary complex is known to result in a decrease in global mRNA translation but an increase in ATF4 translation in mammals, and the increase in ATF4 abundance in turn is known to lead to an increase in the expression of genes that are activated by the binding of C/EBP-ATF4 heterodimers to C/EBP-ATF4 response elements on stress responsive genes^64^. In addition to reduced 43S PIC formation when Met-tRNA_i_^Met^ is deficient, a decrease in charged tRNA_i_^Met^ could possibly impair start site recognition by allowing uncharged tRNA_i_^Met^ to bind to eIF2, resulting in the formation of an ineffective 43S PIC. The expected result of either too little ternary complex or an ineffective ternary complex is that the 48S complex would be unable to form or to recognize the correct start site. Another possibility is that a decrease in ternary complex formation occurs due to a decrease in eIF2B guanine nucleotide exchange that is not dependent on eIF2 phosphorylation, as has been reported in liver of *Gcn2*-null mice fed a methionine-restricted, cysteine-free diet^36^.

Alternatively, methionine deprivation may interfere with methylation reactions that play an essential role in overall translation initiation. Methionine deprivation decreases the methylation of many macromolecules^65,66^, and methylation of DNA and histones has been shown to repress transcription^67^. Recent studies suggest that decreases in methylation due to methionine deprivation can suppress global mRNA translation and activate the integrated stress response independent of GCN2^60^. Working with MCF7 cells, Tang *et al*.^68^ demonstrated that methionine deprivation resulted in a transcriptional response that was different from that produced by a lack of other essential amino acids and that was dependent on the decrease in cellular SAM content. Recent studies showed that translation can be initiated independent of the 5′ cap through methylation of adenosine (m^6^A) in the 5′UTR, facilitating the binding of eIF3 to the m^6^A in the 5′UTR, leading to recruitment of the 43S PIC and initiation of translation independent of eIF4E^69,70^. Because methionine deprivation is known to reduce the extent of methylation reactions, we hypothesize that some of the changes in translation initiation observed in methionine-deficient HEK293T cells might be attributable to a decrease in m^6^A-dependent translation initiation.

In summary, we demonstrate that deficiencies of different amino acids suppress polysome formation and cell growth by different mechanisms and that at least some of these mechanisms may be independent of 4EBP1 binding to eIF4E or the phosphorylation of eIF2. Our results suggest that leucine and methionine each have major impacts on mRNA translation, apparently acting by quite different mechanisms, with leucine deprivation primarily inhibiting ribosome loading and methionine deprivation primarily impairing start site recognition. Further exploration of the effects of single amino acid deficiencies on mRNA translation may help elucidate mechanisms by which mRNA translation is regulated.

## Methods

### Cell culture and amino acid deprivation

Wild-type human embryonic kidney (HEK) 293T cells immortalized with SV40 large T antigen were cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) (pH 7.4) supplemented with 1X nonessential amino acid mix, 100 units/mL penicillin and 100 µg/mL streptomycin (pen/strep), and 10% fetal bovine serum (FBS). Cells were maintained at 37 °C in an atmosphere of 95% air and 5% CO_2_. Cells were plated at a concentration of 4.0 × 10^4^ cells/cm^2^ and allowed to grow overnight before growth medium was replaced with experimental control or amino acid-deficient medium. Experimental control medium was the same as normal growth medium with the following changes: medium was prepared using DMEM that lacked sulfur amino acids, histidine, leucine and arginine (custom prepared by Gibco/Invitrogen) and was supplemented with 10% dialyzed FBS and l-cysteine, l-methionine, l-histidine, l-leucine and l-arginine to levels found in normal DMEM. Histidine-deficient (His-), methionine-deficient (Met-), leucine-deficient (Leu-) and arginine-deficient (Arg-) media were prepared similarly except the respective amino acids were not added back to the deficient DMEM. Cells were harvested after 12 h of culture in experimental medium. Final cell concentration was evaluated by measuring total protein using the bicinchonic acid (BCA) assay. Each figure contains data from a separate set of experiments; cell growth and polysome profiles were similar among all experiments.

### Puromycin labeling of proteins

Cells were plated as described above in 35 mm dishes. After 12 h of culture in treatment medium, 10 µM puromycin was added to the medium, and cells were harvested 10 min after the addition of puromycin. Cells were washed twice with ice-cold PBS and were then lysed in 100 μL of cell lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5% v/v Nonidet NP-40) supplemented with Complete protease inhibitor and PhosSTOP phosphatase inhibitor (Roche). Cell lysate was mixed with an equal volume of 2X SDS PAGE loading buffer (0.1 M Tris-HCl, pH 6.8, 4% w/v SDS, 20% v/v glycerol, 200 mM dithiothreitol, and 0.05% w/v bromophenol blue). Proteins were separated by SDS-PAGE (10% w/v polyacrylamide) and were then transferred to Immobilon-P membranes. Membranes were blocked for 1 h in Tris buffered saline (50 mM Tris, 150 mM NaCl, pH 7.6) containing 5% w/v nonfat milk and 0.1% v/v Tween-20. Puromycin-labeled polypeptides were then quantified by incubating membranes with anti-puromycin (Developmental Studies Hybridoma Bank, #PMY-2A4) overnight at 4 °C and then with horseradish peroxidase-coupled secondary antibodies at room temperature for 1 h. Immunoblots were visualized using enhanced chemiluminescence and density was measured using ImageJ software. β-Actin antibody (Sigma-Aldrich) was used to quantify β-actin as a loading control.

### Polysome profiling

Cells were grown on 150 mm dishes as described above. At 5 min before cell collection, cycloheximide was added to the medium at a concentration of 100 µg/mL. Harvested cells were washed with ice-cold PBS containing cycloheximide (100 µg/mL). Cells were lysed in 600 μL of polysome lysis buffer (10 mM HEPES, pH 7.4, 100 mM KCl, 5 mM MgCl_2_) containing cycloheximide (100 µg/mL) and Triton-X100 (1% v/v). The lysate was centrifuged at 12,000 × g for 15 min at 4 °C. An aliquot was removed for western blotting, and 600 µl of supernatant was loaded onto 15–45% w/v sucrose density gradients, which were freshly prepared in SW41 ultracentrifuge tubes, followed by centrifugation at 32,000 rpm for 150 min at 4 °C in a SW41 rotor. Separated samples were collected from the top of the sucrose density at 0.375 mL/min through an automated fractionation system (Isco), and A_254_ values were continuously monitored and recorded. A_254_ profiles were scanned and traced (Inkscape). Polysome/monosome (P/M) ratios of the traced profiles were determined by aligning profiles to the bottom of the monosome peak and measuring the areas below the monosome and polysome peaks to a line equal to the lowest point on each analysis set.

### Western blotting

Protein concentrations of supernatant aliquots were determined by the BCA assay, and 50 µg protein per lane was added to NuPAGE LDS Sample Buffer supplemented with SDS and DTT (Invitrogen). Proteins were resolved using a NuPAGE 12% Bis-Tris Gel and NuPAGE MOPS SDS Running Buffer as described by the manufacturer. Proteins were transferred to Immobilon-P membranes, and membranes were incubated at room temperature with blocking buffer for near infrared fluorescent westerns (Rockland or Odyssey blocking buffer). The membranes were then incubated with antibody [caspase 3, cleaved caspase 3, 4EBP1, phospho-4EBP1 (Thr37/46), eIF4E, eIF2α, phospho-eIF2α (Ser51), or β-actin; 1:1000 dilutions; all from Cell Signaling] at 4 °C overnight. Membranes were then washed 3X in TTBS (50 mM Tris-Cl, pH 7.6, 150 mM NaCl, 0.1% v/v Tween 20) and exposed to secondary antibodies conjugated to AlexaFluor 680 or IRDye 800 (1:20,000, Li-COR Biosciences). Membranes were again washed 3X with TTBS, rinsed in PBS (pH 7.4), and the proteins were visualized and quantified using an Odyssey infrared imagining system (Li-COR Biosciences) and Odyssey software.

### eIF4E pull-down

Cells were cultured as described above in 150 mm dishes. Treated cells were washed 2X with PBS and then lysed in 1 mL of pulldown buffer [50 mM HEPES, pH 7.4, 50 mM NaCl, 2 mM EDTA, 2 mM EGTA, 50 mM β-glycerophosphate, 1 mM DTT, 1X Complete protease inhibitor (Roche) and 1X PhosSTOP phosphatase inhibitor (Roche) supplemented with 0.4% w/v NP-40]. Cell lysates were centrifuged at 10,000 × g for 15 min at 4 °C, and the supernatant was removed. For eIF4E-pulldown, 50 µL of γ-Aminophenyl-m^7^GTP (C_10_-spacer)-Agarose (Jenna Biosystems) was washed 2X with 500 µL of pulldown buffer without NP-40. After each wash the m^7^GTP-agaraose was centrifuged at 2,500x g for 1 min to pellet the beads, and the supernatant was discarded. Lysate containing 1 mg of protein was diluted to 500 µL in pulldown buffer and added to 50 μl of washed m^7^GTP-agarose. Samples were rotated at 4 °C for 90 min. After incubation, supernatant was removed and beads were washed 2X in 500 µL of pulldown buffer, followed by 500 µL of 0.5 mM GTP in pulldown buffer. Protein was eluted from the beads with the addition of 50 µL of 0.5 mM m^7^GTP in pulldown buffer and rotation at room temperature for 30 min. Incubation mixtures were then centrifuged at 2,500 × g for 1 min to pellet the beads, and the eluted protein in the supernatant were resolved by SDS/PAGE using a 10% (w/v) polyacrylamide gel. Protein transfer and visualization of eIF4E and 4EBP1 were done as described above.

### Plasmid generation and transfection

Plasmid pCMV6-Kan/Neo containing mouse *4ebp1* cDNA was purchased from Origene. Mutant 4EBP1(T37A/T46A) was generated using the Q5® Site-Directed Mutagenesis Kit (New England Biosystems). For 4EBP1 transfection, cells were transfected using the Lonza Nucleofector-2b device as described by the manufacturer. 1.0 × 10^6^ cells grown in control medium were combined with 5 µg of 4EBP1(T37A/T46A) plasmid, 4EBP1 wild-type (WT) plasmid or empty vector in Ingenio Electroporation solution (Mirus Bio). Cells were plated in normal growth medium in 100 mm culture dishes and were harvested 24 h post-transfection as described above. Protein (50 μg) was resolved by SDS-PAGE using a 12% (w/v) polyacrylamide gel. Protein transfer and visualization of 4EBP1 and phospho-4EBP1 (Thr47/46) were done as described above.

### Statistical analysis

Cell culture experiments were repeated three times, with cells grown up separately for each experiment. Results were expressed as fold of the mean for the same cell type cultured in control medium. Western band intensities, total protein concentrations and P/M ratios were analyzed using ANOVA and Tukey’s post hoc test (JMP 13). Differences were accepted at p ≤ 0.05. In experiments where there was no variance for the control (sufficient) condition due to normalization of results by the control value for each separate replicate of the experiment, the control group was not included in the ANOVA as this would violate the assumption of equal variance. Instead, 95% confidence intervals were used to determine whether values were significantly different than the control value.

### Ribosome profiling

Sucrose solutions were prepared in polysome buffer (10 mM HEPES, pH 7.4, 100 mM KCl, 5 mM MgCl_2_, 100 µg/mL cycloheximide and 2% v/v Triton X-100). Sucrose density gradients (15–45% w/v) were freshly prepared in SW41 ultracentrifuge tubes (Beckman) using a Gradient Master (BioComp Instruments). Cells were pre-treated with 100 µg/mL cycloheximide for 3 min at 37 °C followed by washing using ice-cold PBS containing 100 µg/mL cycloheximide. Cells were then lysed in polysome lysis buffer. For ribosome profiling without cycloheximide pretreatment, the same lysis buffer was used but cycloheximide was omitted. Cell debris were removed by centrifugation at 14,000 × g for 10 min at 4 °C. 500 µl of supernatant was loaded onto sucrose gradients followed by centrifugation for 2 h 28 min at 38,000 rpm at 4 °C in a SW41 rotor. Separated samples were fractionated at 0.75 mL/min through an automated fractionation system (Isco) that continually monitors A_254_ values.

Ribosome profiling was done as described previously^42^. Briefly, equal aliquots of the ribosome fractions separated by sucrose gradient were pooled and treated with *E. coli* RNase I (Ambion) to digest regions of mRNAs not protected by ribosomes. cDNA libraries were constructed from the ribosome-protected mRNA fragments by poly(A) tailing and reverse transcription using barcode-containing oligonucleotides (one for each treatment condition). For deep sequencing, the cDNA library was amplified by PCR using the Phusion High-Fidelity polymerase and primers containing Illumina cluster generation sequences. Equal amounts of barcoded samples for the three conditions were mixed together, and approximately 3–5 pmol of the pooled DNA sample was used for cluster generation followed by deep sequencing. Sequencing data are available at GEO (GSE112643).

To map the ribosome-profiling sequencing reads, adaptors were trimmed by Perl script, and the reads with length >35 nt or <25 nt were discarded. Low quality bases at the 5′ and 3′ ends of the reads were trimmed by Trimmomatic^71^ using parameters: AVGQUAL:28 LEADING:28 TRAILING:28 MINLEN:20. The trimmed reads were aligned to human transcriptome (GRCh38) using the software Bowtie^72^. No mismatch was permitted. The uniquely mapped reads were used to calculate ribosome densities along mRNA sites. In brief, for each ribosome P site (+12 nt offset from 5′ end of footprint) in an mRNA, a normalized ribosome density value was calculated by dividing the P-site read count by the average P-site read count across the coding sequence. All transcripts were aggregated by averaging each P-site position (relative to start codon or stop codon) across all the available transcripts embracing the P-site position. 

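In the deposited RPKM values the fewest reads recovered for a listed mRNA were 64 in each of the 4 libraries with cycloheximide and 5 in each of the 4 libraries without it. Of the transcripts with a recovered count without cycloheximide, 8100 had at least 32 reads in sufficient medium, 6874 in leucine-deficient medium and 6927 in methionine-deficient medium. At least 64 reads, the lowest count of the other series, were reached by 6372, 4634 and 4724 of them. With cycloheximide, 64 reads on a coding sequence of the median length corresponded to an RPKM of 23.2 in sufficient medium, 7.7 in leucine-deficient medium and 107.1 in methionine-deficient medium, so that an mRNA had to take a larger share of the smaller library to be listed.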

To avoid misinterpretations due to insufficient information, mRNAs with <32 mapped reads were excluded. To calculate frame ratio, ribosome footprints mapped to the coding region were stratified based on reading frames. Reads mapped to the first 100 nucleotides of the coding region were excluded from the frame ratio calculation, because highly elevated ribosome density in this region could cause bias to estimations of frame ratio. The reads corresponding to different frames (frame 1, 2 and 3) were calculated by dividing reads in frame 0, 1 and 2 by the total reads.

### Data availability statement

Sequencing data are available at GEO (GSE112643).

How the deposited data were processed for this re-analysis (not part of the article)

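Ribosome profiling was done on HEK293T cells in sufficient, arginine-deficient, leucine-deficient and methionine-deficient medium, with cycloheximide and without it, giving 8 libraries with 1 library per condition and no replicates. The authors trimmed adaptors, discarded short and long reads, trimmed low-quality bases with Trimmomatic, aligned to the human transcriptome (GRCh38; the annotation release is not stated) with Bowtie without mismatches and kept uniquely mapped reads. The deposited values are RPKM per Ensembl transcript, the reads on a coding sequence scaled to its length and to all reads of the library on coding sequences. Duplicate reads were removed in the series without cycloheximide according to the records, which the methods do not state. Positions along mRNAs and reading frames are not in the files analysed here, so the curves and frame shares of Fig. 4 were not recomputed. Uniquely mapped reads leave out footprints shared by near-identical copies, so values of ribosomal protein and histone mRNAs are uncertain.

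From these values, transcripts were matched to GENCODE release 44 on GRCh38 for gene symbols, coding lengths and amino acid shares. Between 96.4% and 96.7% of the transcripts of each library were found there. Transcripts that were not found were kept under their identifiers. The number of reads on coding sequences was recovered from the whole steps of RPKM multiplied by coding length, with a tolerance of 0.01 of a step, and ranged from 538222 to 6434043 with cycloheximide and from 1302523 to 3139745 without it. Recovered read counts gave the sampling error of single log2 ratios and the random thinning of libraries to equal depth (20 draws, fixed seed).

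For each gene the highest transcript of each library was used, so the transcript can differ between libraries and between the series. Each starved library was compared with the sufficient library of the same series over mRNAs whose mean RPKM in the pair was at least 10, absent mRNAs counting as 0, with a pseudocount of 1. Fold changes are on the log2(RPKM + 1) scale and understate changes of low mRNAs. With 1 library per condition no mRNA was tested on its own. Sets of mRNAs were tested by permutation tests over mRNAs with 100000 random sets: TOP mRNAs (cytosolic ribosomal proteins and known translation factors whose mRNAs start with a terminal oligopyrimidine tract) and mRNAs of the ATF4/integrated stress response. Relations with coding sequence length and with the shares of leucine, methionine and arginine in the protein were given as Spearman rho and Pearson r across mRNAs with 100000 permutations. Values of p were adjusted by Benjamini-Hochberg over 6 comparisons, or over 18 for the amino acid shares and 3 for the relation between the series. These tests treat mRNAs as the units, and say nothing on how repeated cultures would vary. For the coding sequence properties, 96.3% to 96.9% of the mRNAs had a value in the main comparisons.

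The genes named are those the paper names, MAT2A, and for leucine and methionine deficiency the 5 mRNAs with the largest rise and the 5 with the largest fall with cycloheximide, among mRNAs with an RPKM of at least 10 in both libraries of both comparisons whose ratio went the same way in both series. The sets, this rule, the designs and the first list of alternatives were written before the processed files arrived. The alternatives were a pseudocount of 0.1, a minimum mean RPKM of 50, no filter, only mRNAs present in both libraries, summed transcripts of a gene, ratios centred on their median, medians in place of means, ribosomal protein mRNAs only, and TOP mRNAs left out. Thinning to equal depth, and leaving out TOP and histone mRNAs together, were added after seeing the data. A value without a test was counted as changed when it left its 95% interval over mRNAs, and a count when it differed by more than 1.5 times.

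The scripts were tested on simulated data: 1500000 simulated reads were recovered exactly from the steps, 99.5% of 200 mRNAs changed 4-fold were called at 2-fold in the right direction, 0.46% of the unchanged mRNAs were called, and 6 of 100 random sets had a p under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.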

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

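The arginine-deficient libraries are not reported in the paper's profiling results, and in both of them the mRNAs of the integrated stress response stood above the sufficient library. Their mean log2 ratio minus that of other mRNAs was 2.48 with cycloheximide, with 36 of 38 mRNAs higher, and 1.94 without it, with 38 of 38 higher. The permutation test over mRNAs gave p = 1e-05 for each, the smallest that 100000 permutations can give, and 1.2e-05 after adjustment over 6 comparisons. Without cycloheximide the difference was 1.87 against other mRNAs of the same coding length decile and 2.05 with the libraries thinned to 1302523 reads, so neither coding length nor depth accounts for it. Both predictions were written before those tests were run and after the difference had been seen. The paper reports, from western blots, that eIF2 phosphorylation was significantly higher after arginine deprivation. A hypothesis is that arginine deficiency raised ribosome occupancy of these mRNAs. Without RNA sequencing of the same cells, a rise in mRNA cannot be told apart from a rise in translation, and there was 1 library per condition.

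MAT2A, on chromosome 2 from 85539168 to 85545281 (GRCh38), encodes the enzyme that makes S-adenosylmethionine from methionine, and the paper does not discuss it. Its RPKM rose from 63.3 to 727.5 with cycloheximide and from 248.8 to 1019.1 without it in methionine-deficient medium, log2 ratios of 3.50 and 2.03. The smaller number of sampling errors by which either ratio differs from 0 was 28.3, so read sampling does not explain it; this prediction was written after the values had been seen. Under leucine deficiency the ratios were 0.40 and -0.99, and under arginine deficiency 0.41 and -1.53. Variation between cultures and a change in the amount of mRNA were not tested.

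TOP and integrated stress response mRNAs also differed between starvations, in most of the permutation tests over mRNAs of the difference itself (12 tests, adjusted together). Without cycloheximide the TOP difference was lower under leucine than arginine deficiency by -0.72 (80 of 90 mRNAs; adjusted p = 4e-05 from the permutation test) and under methionine than arginine deficiency by -0.54 (64 of 90; adjusted p = 4e-05 from the permutation test), and was higher under methionine than leucine deficiency by 0.18 (65 of 90; adjusted p = 0.023 from the permutation test). Among mRNAs listed in every library compared these were -0.72, -0.55 and 0.17, and against the same coding length decile -0.79, -0.42 and 0.37. The integrated stress response difference without cycloheximide was lower under methionine deficiency than under arginine deficiency by -0.65 (26 of 38; adjusted p = 0.00012 from the permutation test) and than under leucine deficiency by -0.51 (26 of 38; adjusted p = 0.0003 from the permutation test). The same checks gave -0.65 and -0.51 among mRNAs listed everywhere and -0.68 and -0.56 against the same length decile. The check on listed mRNAs says little here, since few mRNAs were absent without cycloheximide. With all libraries thinned to 1302523 reads, in a test whose prediction was written after thinned differences for the separate starvations had been seen, the TOP differences were -0.73, -0.55 and 0.18 and the integrated stress response differences -0.64 and -0.49. Coding length, as tested, thus leaves these differences in place. The thinning says little on depth, since the arginine-, leucine- and methionine-deficient libraries already held similar reads (1610707, 1496852 and 1302523). With cycloheximide the TOP difference between leucine and arginine deficiency had the same sign (-0.68). The differences that involve methionine deficiency were all positive there. A difference between the starvations remains as a hypothesis. It cannot be told apart from variation between cultures with 1 library per condition in each series.

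With cycloheximide, leucine minus arginine deficiency gave -0.68 for TOP mRNAs and -0.52 for integrated stress response mRNAs, which were -0.69 and -0.46 among mRNAs listed everywhere and -0.84 and -0.41 against the same length decile. Without cycloheximide the integrated stress response value was -0.14, with 19 of 38 mRNAs lower. It did not pass the threshold of 0.05 after adjustment, so this difference was not seen in both series. Differences that involve the methionine-deficient library with cycloheximide behaved otherwise. TOP mRNAs gave 0.95 for methionine minus arginine and 1.73 for methionine minus leucine deficiency, and integrated stress response mRNAs gave 1.93 for methionine minus leucine deficiency. Among mRNAs listed in every library compared these changed sign to -1.46, -0.73 and -0.21, while the length decile gave 1.76, 2.65 and 1.25. The depth of that library with its cutoff of 64 reads is a candidate explanation for them. The check does not decide this, since an mRNA is listed there only if it kept enough reads, which depends on the change itself. The integrated stress response value for methionine minus arginine deficiency with cycloheximide was 1.38 and did not pass the threshold of 0.05 after adjustment.

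The series with and without cycloheximide also differed (6 tests of the difference itself). With cycloheximide minus without, TOP mRNAs gave -0.92 for arginine, -0.82 for leucine and 1.22 for methionine deficiency, and integrated stress response mRNAs gave 2.31 for methionine deficiency. Among mRNAs listed in every library these became -0.176, -0.077, -1.19 and 0.35. The TOP value for methionine deficiency kept about its size with the opposite sign. Being listed itself depends on the read cutoff, so this check does not decide whether the cutoff accounts for that value. The other values came much closer to 0, so the cutoff may account for them. For methionine deficiency, being listed again depends on the change itself. Against the same length decile the differences were -0.37, -0.61, 2.26 and 1.5, so coding length may add to the value for arginine deficiency. The predictions on the cutoff in this and the 2 paragraphs before were written after related values had been seen. The series also differ in the removal of duplicates, which was not tested, and no biological explanation is offered for them.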

How the results depend on the processing

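Of 263 results, each named gene counting once per comparison, 209 were unchanged under every alternative. The relation of coding sequence length with the log2 ratio, the raised integrated stress response mRNAs and the relation of the ratios between the series kept their direction and stayed past the threshold throughout, as did the lower TOP mRNAs under leucine deficiency and, without cycloheximide, under methionine deficiency. In the values below, with and without refer to cycloheximide.

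Thinned to the reads of the methionine-deficient library, an alternative chosen after seeing the data, the mRNAs identified were 1427.4 (sufficient with), 1496.2 (arginine-deficient with), 1609.2 (leucine-deficient with). An RPKM of at least 50 left 2996 (sufficient with), 3077 (sufficient without), 3267 (arginine-deficient with), 3153 (arginine-deficient without), 3462 (leucine-deficient with), 3406 (leucine-deficient without), 3740 (methionine-deficient without). The 10 highest mRNAs took 12.0 (sufficient with), 5.6 (sufficient without), 17.8 (arginine-deficient with), 12.9 (arginine-deficient without), 15.1 (leucine-deficient with), 8.1 (leucine-deficient without), 17.5 (methionine-deficient with), 5.5 (methionine-deficient without) percent of the RPKM, and with the rows of a gene summed the 50 highest took 31.4 (sufficient with), 37.0 (arginine-deficient with), 30.5 (leucine-deficient with) percent. These follow from the depth or from the changed definition.

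A pseudocount of 0.1 gave a correlation with the sufficient library of 0.4241 (arginine-deficient with), 0.6114 (leucine-deficient with), 0.1427 (methionine-deficient with), 0.8991 (arginine-deficient without), 0.9381 (leucine-deficient without), 0.8811 (methionine-deficient without). It gave an SD of the log2 ratio of 3.661 (arginine-deficient with), 3.232 (leucine-deficient with), 5.798 (methionine-deficient with), 0.835 (arginine-deficient without), 0.657 (leucine-deficient without), 0.921 (methionine-deficient without).

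A minimum mean RPKM of 50 gave a correlation with the sufficient library of 0.6688 (arginine-deficient with), 0.7861 (leucine-deficient with), 0.0232 (methionine-deficient with), 0.8922 (arginine-deficient without), 0.9256 (leucine-deficient without), 0.8627 (methionine-deficient without). It gave an SD of the log2 ratio of 1.478 (arginine-deficient with), 1.178 (leucine-deficient with), 4.528 (methionine-deficient with), 0.709 (arginine-deficient without), 0.810 (methionine-deficient without). It gave 2-fold higher mRNAs numbering 512 (arginine-deficient with), 429 (leucine-deficient with), 173 (arginine-deficient without), 149 (leucine-deficient without), 382 (methionine-deficient without). It gave 2-fold lower mRNAs numbering 1141 (methionine-deficient with), 264 (arginine-deficient without), 92 (leucine-deficient without).

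No filter on low values gave a correlation with the sufficient library of 0.7006 (arginine-deficient with), 0.8302 (leucine-deficient with), 0.3379 (methionine-deficient with), 0.9254 (arginine-deficient without), 0.9410 (leucine-deficient without), 0.9044 (methionine-deficient without). It gave an SD of the log2 ratio of 3.775 (methionine-deficient with), 0.894 (arginine-deficient without), 0.797 (leucine-deficient without), 1.010 (methionine-deficient without). It gave 2-fold higher mRNAs numbering 3612 (arginine-deficient with), 4084 (leucine-deficient with), 1202 (arginine-deficient without), 1038 (leucine-deficient without), 2485 (methionine-deficient without). It gave 2-fold lower mRNAs numbering 1067 (arginine-deficient without), 720 (leucine-deficient without), 1104 (methionine-deficient without).

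Keeping only mRNAs present in both libraries gave a correlation with the sufficient library of 0.8519 (arginine-deficient with), 0.9155 (leucine-deficient with), 0.8291 (methionine-deficient with), 0.9241 (arginine-deficient without), 0.9496 (leucine-deficient without), 0.9048 (methionine-deficient without). It gave an SD of the log2 ratio of 1.045 (arginine-deficient with), 0.790 (leucine-deficient with), 1.326 (methionine-deficient with), 0.707 (arginine-deficient without), 0.584 (leucine-deficient without), 0.820 (methionine-deficient without). It gave 2-fold higher mRNAs numbering 844 (arginine-deficient with), 629 (leucine-deficient with). It gave 2-fold lower mRNAs numbering 185 (methionine-deficient with).

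Centring the ratios on their median gave 2-fold higher mRNAs numbering 2017 (methionine-deficient with), 341 (leucine-deficient without), 849 (methionine-deficient without). It gave 2-fold lower mRNAs numbering 650 (leucine-deficient with), 1539 (methionine-deficient with), 264 (leucine-deficient without), 850 (methionine-deficient without).

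With cycloheximide an mRNA under 64 reads counts as 0, which a lower pseudocount stretches, and which leaving out absent mRNAs removes. Without cycloheximide only 2 to 11 mRNAs were absent from a library of each main comparison. The 1596 higher mRNAs under methionine deficiency without cycloheximide became 1594 when the absent ones were left out, so their fall with a minimum mean RPKM of 50 or with centring does not come from absent mRNAs. The difference of TOP mRNAs under methionine deficiency with cycloheximide reversed from 0.61 to -1.76 with mRNAs present in both libraries, which passed the threshold. It was -0.39 with a minimum mean RPKM of 50, short of the threshold. In the other direction it passed at 3.39 with medians and 1.79 with a pseudocount of 0.1, so its direction is not determined by these data. Under arginine deficiency the TOP difference no longer passed with a minimum mean RPKM of 50, at -0.32 with cycloheximide and -0.097 without.

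The Spearman rho of the starved amino acid's share was small under every setting. With no filter it fell short of the threshold for leucine with cycloheximide (-0.0082) and arginine without (0.0018), passed it for leucine without (-0.031) and reversed for methionine without (0.0083). With mRNAs present in both libraries it fell short for methionine with cycloheximide (-0.030), and a minimum mean RPKM of 50 reversed it for leucine without (0.011).

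The depth limits the methionine-deficient library with cycloheximide most: at a median coding length 64 reads correspond there to an RPKM of 107.1, and an mRNA below that is not listed. The replicate block was not run because each condition had 1 library.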

Differences from the paper's values

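The paper's methods exclude mRNAs with fewer than 32 mapped reads, in the text that follows the averaging of densities. They do not say that this was applied to the deposited RPKM values. The fewest reads recovered for a listed mRNA were 64 in each of the 4 libraries with cycloheximide and 5 in each of the 4 without it. None of the alternatives set before the files arrived changes this count, which was read from the listed values directly, and none closed the gap.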

Other observations

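The methionine-deficient library with cycloheximide listed fewer mRNAs than any other (2021), held more mRNAs changed at least 2-fold (3982) and had a Spearman rho of 0.47 between coding sequence length and the log2 ratio. Its depth was tested as the explanation, with predictions written before the tests. Other libraries of the series thinned to 538222 reads with the cutoff of 64 kept at most 0.85 times its number of mRNAs. The leucine-deficient library thinned in the same way had a mean of 3393.2 mRNAs changed at least 2-fold against 2032 in full, and a mean rho of 0.31. Depth and the cutoff thus may account for the smaller number of mRNAs and for much, but not all, of the 2-fold changes. The thinned rho met the criterion set in the prediction, but the rho of the full leucine-deficient library was already 0.29, so thinning hardly moved it and the test does not attribute the 0.47 to depth. The rho for methionine deficiency was 0.55 among mRNAs present in both libraries with cycloheximide, and 0.44 without cycloheximide. Of 691 mRNAs whose reads in sufficient medium predicted at least 128 reads at this depth, 170 (24.6%) were absent from the methionine-deficient library, against a mean of 19.6 in the thinned leucine-deficient library and 66.3 in the thinned arginine-deficient library. This comparison was chosen after seeing the data and was not tested further.

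The paper proposes that leucine deficiency could reduce the translation of TOP mRNAs. Without cycloheximide, the mean log2 ratio of 90 TOP mRNAs minus that of other mRNAs was -0.97 under leucine deficiency (83 of 90 lower), -0.84 under methionine deficiency (80 of 90 lower) and -0.26 under arginine deficiency (64 of 90 lower). The permutation test over mRNAs gave adjusted p = 2e-05, 2e-05 and 0.002. With cycloheximide the differences were -1.76 for leucine, -1.11 for arginine and 0.61 for methionine deficiency, the last with p = 0.16 from the permutation test and of changing sign between settings. With only mRNAs present in both libraries they were -0.94, -0.28 and -1.76, so the leucine and arginine values were smaller there. TOP mRNAs have short coding sequences, and against other mRNAs of the same length decile the difference without cycloheximide was -0.82 for leucine and -0.47 for methionine deficiency. With libraries thinned to equal reads it was -0.97 and -0.85. Length thus accounts for part of the methionine value and for little of the leucine value, and a selective loss of ribosomes from TOP mRNAs may remain as a hypothesis. Changes in mRNA amount, footprints shared with ribosomal protein pseudogenes and variation between cultures were not tested and cannot be told apart from it. These predictions were written before the tests were run and after the differences had been seen.

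The integrated stress response mRNAs stood above other mRNAs on average in each starved library. Without cycloheximide the difference from other mRNAs was 1.81 for leucine (38 of 38 higher) and 1.26 for methionine deficiency (39 of 39 higher), with adjusted p = 1.2e-05 from the permutation test for each. Against the same length decile the methionine value was 1.16, and with the libraries thinned to equal reads 1.37. With cycloheximide the values were 1.90 for leucine and 3.68 for methionine deficiency, and 1.76 for the latter with only mRNAs present in both libraries. Behind the 3.68, the set had a mean log2 ratio of 0.48 (21 of 28 higher, 7 lower). The other mRNAs had -3.20, since absent mRNAs count as 0. Under leucine deficiency the set mean was 2.78 (37 of 37 higher) and that of the others 0.87. ATF4, on chromosome 22 from 39520564 to 39522683 (GRCh38), had log2 ratios without cycloheximide of 2.13 (sampling error 0.06) under leucine, 1.40 (0.07) under methionine and 1.48 (0.07) under arginine deficiency. The paper reports that eIF2 phosphorylation was not significantly raised in methionine-deficient medium. The footprints alone cannot tell translation of these mRNAs apart from a higher amount of them, which may follow from ATF4, and there was 1 library per condition.

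Longer coding sequences had higher ratios in all 6 comparisons, with a Spearman rho across mRNAs without cycloheximide of 0.36 for arginine, 0.31 for leucine and 0.44 for methionine deficiency, and with cycloheximide of 0.41, 0.29 and 0.47, each with p = 1e-05 from the permutation test, the smallest that 100000 permutations can give, and 1e-05 after adjustment over 6 comparisons. A loss of ribosomes along the coding sequence would lower long mRNAs relative to short ones, the opposite direction. Among the 2881 mRNAs of at least 1500 nt the methionine rho without cycloheximide was 0.19, which met the criterion set in the prediction for start and stop codon peaks in short coding sequences. A narrower range of lengths lowers a rho as well, and a stronger start codon peak under methionine deficiency would give a negative rho, so this test does not attribute the relation to the peaks. The methionine-deficient against the leucine-deficient library gave a rho of 0.26, so a peculiarity of the sufficient library does not account for all of it. The source of the relation was not identified.

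Fig. 4a shows dense footprints near the start codon under methionine deficiency with cycloheximide. If these raised the density of very short coding sequences, mRNAs of at most 300 nt would have higher ratios than longer ones of up to 600 nt. The difference was -0.043 among 47 and 327 mRNAs (p = 0.84 from the permutation test), so no such effect was detectable. The test cannot exclude one, because shorter coding sequences had lower ratios in general, which could offset a rise. In the leucine-deficient library the same difference was -0.13. This prediction was written after some of the ratios had been seen.

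The share of the starved amino acid in the protein had a weak relation with the ratio. The Spearman rho across mRNAs was -0.06 for leucine, -0.11 for methionine and -0.15 for arginine with cycloheximide (adjusted p = 2e-05 from the permutation test for each, over 18 relations), and -0.005, -0.0004 and 0.04 without it (adjusted p = 0.69, 0.97 and 0.0025 from the permutation test). Shares of amino acids that were not starved reached similar sizes with cycloheximide, so the relation was not specific to the starved one. Under methionine deficiency the rho was 0.20 for arginine and 0.05 for leucine. Under leucine deficiency it was -0.11 for arginine and 0.09 for methionine, and under arginine deficiency 0.13 for methionine and -0.06 for leucine.

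Among mRNAs with an RPKM of at least 10 in both libraries of both series, 71.0% of 4716 moved the same way in both series under leucine deficiency and 70.6% of 1763 under methionine deficiency. The largest rises with cycloheximide were ASNS (log2 ratio 3.50), HNRNPA2B1 (3.07), STC2 (3.06), PSAT1 (3.00) and PCCB (2.91) under leucine deficiency, and DDIT4 (4.88), SLC3A2 (4.62), ZNF503 (4.37), SHMT2 (4.13) and BRAT1 (4.11) under methionine deficiency. The largest falls were RPS28 (-2.52), RPS20 (-2.45), RPL30 (-2.36), RPS15 (-2.33) and RPS19 (-2.29) under leucine deficiency, and RPL32 (-3.79), H2BC5 (-3.60), TXN (-3.55), H2AC11 (-3.40) and H2AC12 (-3.33) under methionine deficiency. Without cycloheximide HNRNPA2B1 had 0.41, RPL30 -0.36 and RPL32 -0.038, the last within its sampling error of 0.039. The other rises lay there between 0.84 (PCCB) and 3.14 (ASNS), and the other falls between -0.94 (RPS15) and -2.20 (H2AC12). Values of ribosomal protein and histone mRNAs are uncertain, since near-identical copies share reads. The reads and RPKM of PCCB, RPL30, RPS15 and RPL32 imply a different coding length, and so a different transcript, in each series. For these genes the comparison between the series is of unlike transcripts. ZNF503 rose to an RPKM of 965.4 from 45.7 under methionine deficiency and stood at 49.4 under leucine deficiency.

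Among other genes the paper names, SESN2 had log2 ratios without cycloheximide of 2.12 under leucine and 1.79 under methionine deficiency, and LARS1 1.37 and 1.68. EIF4EBP1 had 1.24 and 0.71, EIF4EBP2 -0.85 and -0.94, EIF4E -0.52 and -0.46, EIF4G1 -0.64 and 0.56, EIF2S1 -0.22 and -1.08, EIF4B 0.64 and 0.41, and MTOR 0.73 and 0.70. EIF2AK4 (-0.07 and 0.01) stayed within its read sampling error. RPS6KB1 had 0.06, within its read sampling error of 0.18, and 0.79. With cycloheximide some of these had the opposite sign: EIF2S1 (2.42) and MTOR (-0.12, within its read sampling error) under leucine deficiency, and EIF4EBP1 (-0.72) under methionine deficiency. EIF2AK4 had 0.21 under leucine deficiency, with a sampling error of 0.16. Its change of sign is not a clear one, since the value without cycloheximide lay within its error. The other ratios available with cycloheximide, SESN2 (2.90), LARS1 (1.21), EIF4EBP1 (0.28), EIF4EBP2 (-1.83), EIF4E (-0.61) and EIF4B (1.53) under leucine deficiency and SESN2 (3.91) under methionine deficiency, had the same sign. No transcript was matched to the gene symbols EIF4EBP3, EIF4G2 and ACTB, so no values are given for them. Transcripts not found in the annotation were kept under their identifiers. Whether these genes are among them was not tested. There were no replicates for any of these values. For EIF4E and EIF4B the reads and RPKM imply a different coding length, and so a different transcript, in each series.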
